# FGFR signaling regulates resistance of head and neck cancer stem cells to cisplatin

**DOI:** 10.18632/oncotarget.25358

**Published:** 2018-05-18

**Authors:** Sarah C. McDermott, Christie Rodriguez-Ramirez, Sean P. McDermott, Max S. Wicha, Jacques E. Nör

**Keywords:** chemotherapy, microarray, chemoresistance, head and neck squamous cell carcinoma, tumor-initiating cells

## Abstract

Patients with recurrent or metastatic head and neck squamous cell carcinoma (HNSCC) have poor prognosis with less than 1-year median survival. Platinum-based chemotherapy remains the first-line treatment for HNSCC. The cancer stem cell (CSC) hypothesis postulates that tumors are maintained by a self-renewing CSC population that is also capable of differentiating into non-self renewing cell populations that constitute the bulk of the tumor. A small population of CSC exists within HNSCC that are relatively resistant to chemotherapy and clinically predicted to contribute to tumor recurrence. These head and neck CSCs (HNCSC) are identified by high cell-surface expression of CD44 and high intracellular activity of aldehyde dehydrogenase (ALDH) and termed ALDH^high^CD44^high^. Here, we performed microarray analysis in two HNSCC cell lines (UM-SCC-1, UM-SCC-22B) to investigate molecular pathways active in untreated and cisplatin-resistant ALDH^high^CD44^high^ cells. Gene set enrichment analysis and iPathway analysis identified signaling pathways with major implications to the pathobiology of cancer (e.g. TNFα, IFN, IL6/STAT, NF-κB) that are enriched in cisplatin-resistant ALDH^high^CD44^high^ cells, when compared to control cells. FGF2 was also enriched in cisplatin-resistant ALDH^high^CD44^high^, which was confirmed by ELISA analysis. Inhibition of FGF signaling using BGJ398, a pan-FGF receptor (FGFR) small-molecule inhibitor, decreased ALDH^high^CD44^high^ alone in UM-SCC-1 and preferentially targeted cisplatin-resistant ALDH^high^CD44^high^ cells in UM-SCC-22B. These findings suggest that FGFR signaling might play an important role in the resistance of head and neck CSC to cisplatin. Collectively, this work suggests that some head and neck cancer patients might benefit from the combination of cisplatin and a FGFR inhibitor.

## INTRODUCTION

Conventional wisdom in cancer treatment considers mass reduction the standard for evaluating success. Less thought is given to underlying tumor cell heterogeneity, yet several recent studies have found significant heterogeneity among tumor cells [1–4]. The discrepancy between treatments designed to treat tumor cells as a single population and the finding of tumor cell heterogeneity may explain the considerably small decrease in overall cancer death rate (<5%), despite over $200 billion invested in cancer research since 1970. In the US, 59,340 new cases and 12,290 deaths from head and neck squamous cell carcinoma (HNSCC) are estimated in 2015 [5]. At diagnosis, 31% of cases are localized, 47% are regional, and 18% are distant. The 5-year relative survival rate, based on data from 2004–2010, for cancers in the oral cavity and pharynx is 66% for all races, but only 45% for African-Americans. The 5-year survival rate for patients presenting at diagnosis with distant disease is only 37% compared to 85% for localized and 61% for regional disease [5]. Furthermore, the median survival for patients with recurrent or metastatic HNSCC remains less than one year [6].

Platinum-based chemotherapy, cisplatin or carboplatin, is the typical first-line treatment for recurrent or metastatic HNSCC and cisplatin is typically combined with fluorouracil [6]. HNSCC can express the epidermal growth factor receptor (EGFR) and is associated with poor outcome [7]. Cetuximab, an IgG1 monoclonal antibody, inhibits ligand binding to EGFR [8] and stimulates antibody-dependent cell-mediated cytotoxicity [9]. The EXTREME study demonstrated the benefit of adding cetuximab to chemotherapy and was the first phase III trial in recurrent or metastatic HNSCC to improve overall survival since cisplatin was introduced [10]. Overall survival increased from 7.4 months with only chemotherapy to 10.1 months with chemotherapy plus cetuximab. Cetuximab is the only FDA-approved molecularly targeted therapeutic approved for HNSCC. Clearly, additional therapies are needed to improve the prognosis of patients with HNSCC.

In a traditional stochastic model of cancer, any cancer cell may reform or regrow the entirety of a tumor. The cancer stem cell (CSC) hypothesis postulates that tumors are maintained by a small self-renewing CSC population that is also capable of differentiating into non-self renewing cell populations that constitute the bulk of the tumor [11]. The ability of CSCs to generate progenitor cells, cells with decreased self-renewal capacity, ultimately generates heterogeneity within the tumor. Clinically, CSCs are predicted to mediate tumor recurrence after chemotherapy and radiation-therapy due to the relative inability of these modalities to effectively target CSCs [12]. By eliminating the CSCs through targeted therapy, we may cause natural cancer regression through loss of growth potential. Without targeted therapy, cancer relapse will occur through CSC division and proliferation [12]. Therefore, new therapies that target CSCs must be developed and combined with standard therapy to achieve a true cure.

In 2007, Prince and colleagues first reported the existence of a subpopulation of HNSCC cells, isolated by expression of the cell-surface protein CD44, in primary tumor samples [4]. Similar to other CSCs, these cells exhibited stem cell like properties of self-renewal, tumorigenesis, and differentiation into non-CSCs. Clinically, high frequency of CD44+ cells was associated with tumor grade and poor outcome [13]. Subsequent studies showed HNCSCs could be identified by expression of CD133 [14] and intracellular aldehyde dehydrogenase (ALDH) activity [15, 16]. HNCSCs can be identified by dual expression of ALDH^high^ and CD44^high^, but not all ALDH^high^CD44^high^ cells exhibit CSC activity [17, 18]. Regional and distant metastases in HNSCC correspond to poor prognosis and treatment options. CSCs are often hypothesized to be the origin of metastases, and as such, *in vitro* and *in vivo* work has shown HNSCC CD44^high^ cells have more migration, invasion and metastatic ability as compared to CD44^low^ cells [19]. HNCSCs were shown to be enriched after cisplatin or 5-FU treatment [20, 21], which is consistent with the presumed role of CSCs in mediating resistance to chemotherapy. Despite the important advancements in identifying HNCSCs, very little information exists about the molecular pathways active in HNCSCs [16], let alone the mechanisms that govern chemotherapy resistance of HNCSCs.

To facilitate the development of targeted therapies to eradicate HNCSCs, there exists a need for greater insight into the mechanisms that govern chemotherapy resistance of HNCSC. Here, we isolated cisplatin-resistant HNCSCs from a HNSCC cell line, identified pathways active in cisplatin-resistant HNCSCs by using microarray analysis, and then investigated the role of a candidate gene, FGF2, in resistance of HNCSCs to chemotherapy. These results provide a rich microarray resource of naïve and cisplatin HNCSCs and suggest that targeting FGF signaling in combination with cisplatin may eradicate HNCSCs.

## RESULTS

To understand the chemotherapy resistance mechanisms of ALDH^high^CD44^high^ cells in HNSCC, we used two HNSCC cell lines, UM-SCC-1 and UM-SCC-22B [22]. UM-SCC-1 was from a primary tumor at the floor of the mouth, and UM-SCC-22B was from a neck metastasis derived from a tumor in the hypopharynx. The cisplatin IC_50_ for UM-SCC-1 was 1.77 ± 0.78 μM and UM-SCC-22B was higher at 5.51 ± 1.37 μM (Supplementary Figure 1). Initial experiments to examine the resistance of ALDH^high^CD44^high^ cells to cisplatin at the IC_50_ concentrations were highly variable (data not shown). Based on published reports [21], we utilized 2 μM cisplatin for additional experiments. Additional experiments at 2 μM showed maximal enrichment of ALDH^high^CD44^high^ cells in both UM-SCC-1 and UM-SCC-22B cell lines after 5 days of treatment (Figure 1, Supplementary Figures 2, 3).

**Figure 1:**
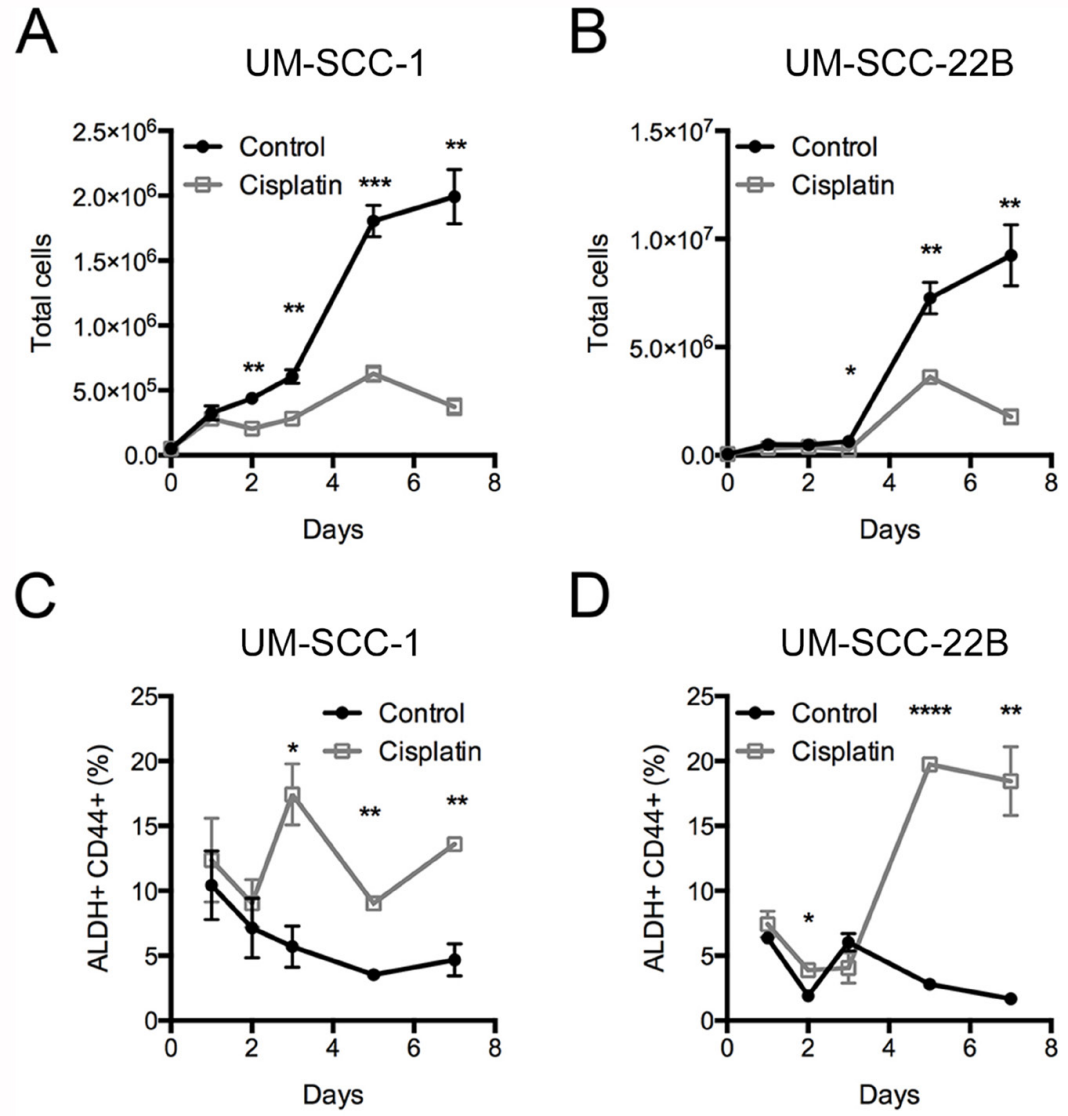
Frequency of ALDH^high^CD44^high^ cells after cisplatin treatment UM-SCC-1 and UM-SCC-22B cells were treated with control (black circles) or 2 μM cisplatin (grey open squares) for up to 7 days. The total number of cells for (**A**) UM-SCC-1 and (**B**) UM-SCC-22B. The frequency of (**C**, **D**) ALDH^high^CD44^high^ cells based on gates from DEAB sample.

To determine if 2 μM cisplatin and 5 days of treatment would provide a reasonable amount of gene expression changes, we initiated a pilot microarray experiment with UM-SCC-22B to test if it was possible to obtain a sufficient number of cells from flow cytometry sorting. 

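The pilot gave 4 arrays, 1 for each combination of treatment and sorted fraction. UM-SCC-22B is an established cell line of head and neck squamous cell carcinoma. Control cells and cells given 2 μM cisplatin for 5 days were sorted into ALDH highCD44 high and ALDH lowCD44 low fractions, and each array measured the amplified RNA of a single fraction. The authors deposited log2 expression values made by RMA, without and with a batch adjustment by ComBat, and the adjusted values were used unless stated otherwise. With 1 array per group the pilot has no replicates, so its differences are given as values with no test and are set beside those of the 3 later experiments.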

ALDH^high^CD44^high^ and ALDH^low^CD44^low^ cells from control and cisplatin treated UM-SCC-22B cells were collected. The gating schema used for collecting cells by flow cytometry is shown in Figure 2A. Based on probe sets with a fold change of 2 or more with the added constraint that one of the two samples had an expression value of 2^4^ or greater, there were 234 probe sets differing between cisplatin ALDH^high^CD44^high^ and control ALDH^high^CD44^high^ cells. 

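The interferon-stimulated genes, 58 of which were measured, were on average 0.58 higher on the log2 scale in cisplatin ALDH highCD44 high than in control ALDH highCD44 high cells of the pilot. The same list was 0.99, 0.87 and 0.87 higher in experiments 1, 2 and 3. The 68 targets of TNF and NF-κB, the transcription factor downstream of the TNF receptor, were on average 0.19 higher in the pilot, and the 50 genes of the hypoxia response averaged -0.12. With a fold change of 2 or more and a log2 value of 4 or more in either array, 1321 probe sets differed, 797 higher and 524 lower in cisplatin ALDH highCD44 high. Of these, 310 carried a single gene symbol, 236 higher and 74 lower. In the mean of experiments 1 to 3, 167 of the 236 were also higher and 50 of the 74 were also lower. Over 8478 genes, the pilot's differences correlated with those of experiments 1 to 3 at Pearson's r = 0.29, a correlation across genes, which are not independent replicates. The same rule gave 1540, 1616 and 1420 probe sets in experiments 1, 2 and 3, and 2163 in the pilot before batch adjustment.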

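In the pilot, FGF2, a secreted fibroblast growth factor, had a log2 signal of 8.11 in cisplatin ALDH highCD44 high cells and 6.80 in control ALDH highCD44 high cells, a fold change of 2.48. EREG, a ligand of the EGF receptor, had signals of 8.45 and 7.77 and a fold change of 1.61. SPRR1B, a precursor protein of the cornified envelope of squamous cells, had signals of 5.81 and 5.53 and a fold change of 1.21. Without batch adjustment the fold changes were 2.87, 1.65 and 1.23. In experiments 1, 2 and 3 the log2 differences were 1.38, 1.22 and 1.47 for FGF2, 1.71, 1.36 and 1.18 for EREG, and -0.37, 0.69 and -0.45 for SPRR1B. AREG was not analysed here.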

FGF2, EREG (epiregulin), AREG (amphiregulin), and SPRR1B (small proline-rich protein 1B) were some of the genes higher in cisplatin ALDH^high^CD44^high^.

**Figure 2:**
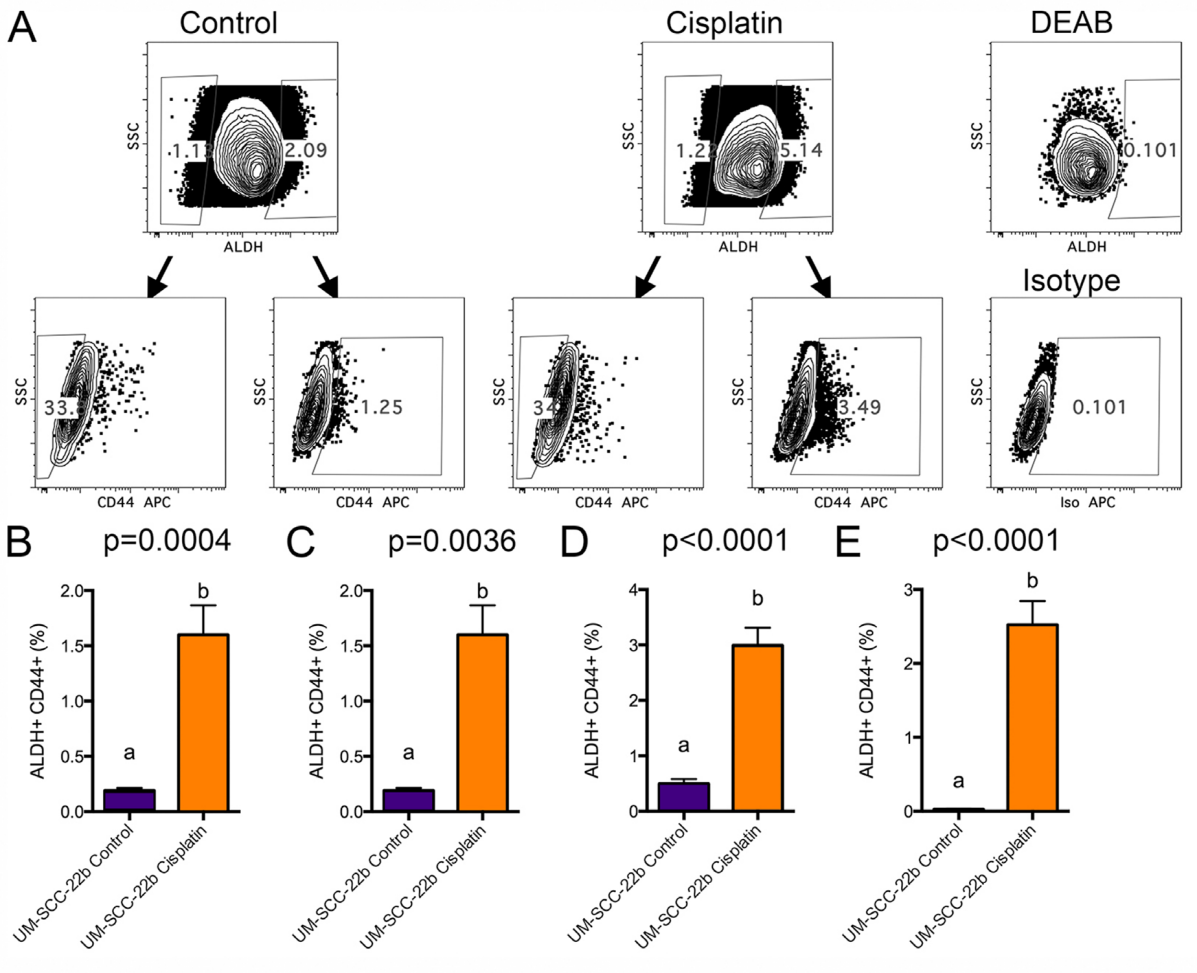
FACS analysis of cisplatin treated UM-SCC-22B cells UM-SCC-22B cells were treated for 5 days in 6-well plates with or without 2 μM cisplatin. Cells were harvested, counted, stained for ALDH and CD44, and collected by FACS. (**A**) FACS gating schema depicting how ALDH^high^CD44^high^ and ALDH^low^CD44^low^ cell populations were collected from control (left) and 2 μM cisplatin treated (right) cells. ALDH^high^ and CD44^high^ gates were set based on DEAB control FACS samples using 0.1% as a background (right). (**B**–**E**) Average ± standard deviation of ALDH^high^CD44^high^ percentage (UM-SCC-22B) for control and cisplatin groups (*N* = 6) from 4 separate FACS sorting experiments. Different letters depict statistically significant differences based on pairwise comparisons of control to cisplatin (*P <* 0.05).

In order to provide robust statistical comparison between cisplatin ALDH^high^CD44^high^ and control ALDH^high^CD44^high^ cells, four additional sorts of ALDH^high^CD44^high^ and ALDH^low^CD44^low^ populations were performed (Figure 2B–2E). In general, very few ALDH^high^CD44^high^ cells were collected (Supplementary Table 1). Even though there was limiting total RNA in the ALDH^high^CD44^high^ fractions (average 113 ng), RNA quality, as determined by Bioanalyzer analysis, ranged from 7.8 to 10.0, which was robust enough for microarray analysis. Due to limited RNA for experiment #4, RNA from experiments 1–3 were utilized for microarray analysis using at least 10 ng of total RNA processed with the Ovation Pico whole transcriptome amplification kit and hybridized with Affymetrix Human Gene ST 2.1 plates.

The pilot and larger microarray samples were processed with the same transcriptome kit and hybridized to the same microarray platform. 

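The 16 arrays held 4 groups of 4, the ALDH highCD44 high and ALDH lowCD44 low fractions of control and cisplatin-treated UM-SCC-22B cells from 4 experiments, the pilot included. The pilot arrays were run as a strip and the other 12 on a plate. Each experiment gave 1 array of every group, so experiments and groups were balanced. Arrays give no sequencing depth, and their number limits the precision. The authors summarized probe intensities by RMA as log2 values for 53617 probe sets and adjusted them for the 4 experiments with ComBat. The platform annotation gave 23866 probe sets a single gene symbol, 1852 several symbols and 27899 none, and only the first kind is named or counted as a gene. Arrays of a group correlated at 0.967 to 0.982 across probe sets. Groups were compared with limma on the adjusted values, with a mean per group and the Benjamini-Hochberg adjustment over all probe sets, at an adjusted p under 0.05. The experiment was added as a block in a separate fit because groups share experiments, and its values are given where they change the call of a gene or a count given at a claim. Values with an experiment left out are given for the genes the paper names and for the cytokines of 1 comparison. A group mean no more than 0.5 above the highest array median of its group, about 2, counts as near background, a limit chosen after seeing the data. Folds of called genes of this kind are marked as lower bounds, or as of unknown size where both groups are near background. The block lowers the residual degrees of freedom from 12 to 9. Gene lists written by hand were tested with camera at a preset correlation of 0.01, on the brightest probe set of each gene, and adjusted over 29 lists. In simulated arrays with 200 changed probe sets, the fit found 68.5% of those changed by 1 on the log2 scale and 38.5% with the block. Of its 188 calls 51 were false, and of the 80 calls with the block 3 were false. The fit without a block was thus too lenient there.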

We used bioinformatic analysis with R and Bioconductor packages to determine if the pilot and larger microarray experiments could be combined for downstream differential gene expression analysis. 

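Before batch adjustment, the 4 pilot arrays stood apart from the other 12. Their scores on the first principal component of all probe sets ran from -116 to -44.1, and those of experiments 1 to 3 from -3.76 to 43.6. This component held 17.3% of the variance. A share of 0.832 of its variance lay between experiments and 0.115 between the 4 cell populations. The second component held 10.8% of the variance, with a share of 0.629 between cell populations and 0.240 between experiments. The pilot arrays had median log2 values of 2.12 to 2.22, against 1.95 to 2.08 for the other arrays.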

We utilized histogram and principal component analyses, which showed the pilot microarray samples exhibited the largest variance (Supplementary Figure 4C). To adjust for experiment batch differences, we used Combat [22], which utilizes empirical Bayes methods. 

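After batch adjustment, the ALDH lowCD44 low arrays had scores of 32.5 ± 8.87 (SD, n = 4) in control and 19.8 ± 10.8 in cisplatin cells on the first component. The ALDH highCD44 high arrays had -10.7 ± 22.6 in control and -41.6 ± 18.5 in cisplatin cells. Within each treatment the fractions did not overlap on this component, but over all arrays they did, as a control ALDH highCD44 high array at 10.3 lay above a cisplatin ALDH lowCD44 low array at 3.88. The second component parted the treatments, with 18.1 ± 11.3 in cisplatin ALDH highCD44 high and 31.7 ± 2.50 in cisplatin ALDH lowCD44 low, against -36.8 ± 13.0 and -13.1 ± 7.84 in the control fractions. The components held 14.8% and 11.3% of the variance. Between cell populations lay shares of 0.808 and 0.913 of their variance, and between experiments 0.013 and 0.0025. Over the 13232 probe sets with a mean log2 value of 4 or more, the components held 24.3% and 18.0% of the variance. The adjusted values were computed again from the unadjusted ones with the experiment as batch. Without terms for the groups, no value differed from the deposited ones by more than 1.05e-08, and with such terms values differed by up to 0.85.

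**Figure D1:**
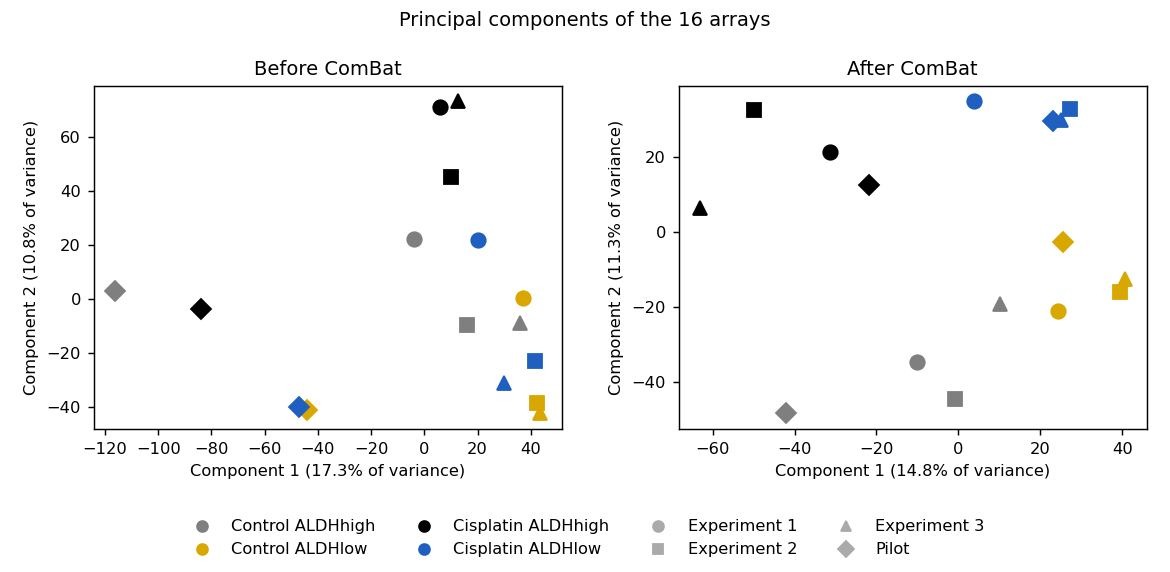
Scores of the 16 arrays on the first (x axis) and second (y axis) principal components of all probe sets, before (left) and after (right) ComBat, in arbitrary units. Colours give the cell population and shapes the experiment. Before adjustment the pilot arrays lie at -44.1 or lower on the first component.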

After adjusting for the four experimental batches, both histogram and principal component analysis showed the four cell populations (Control ALDH^high^CD44^high^, Control ALDH^low^CD44^low^, Cisplatin ALDH^high^CD44^high^, Cisplatin ALDH^low^CD44^low^) were grouped closer together (Figure 3A, 3B; Supplementary Figure 4D).

**Figure 3:**
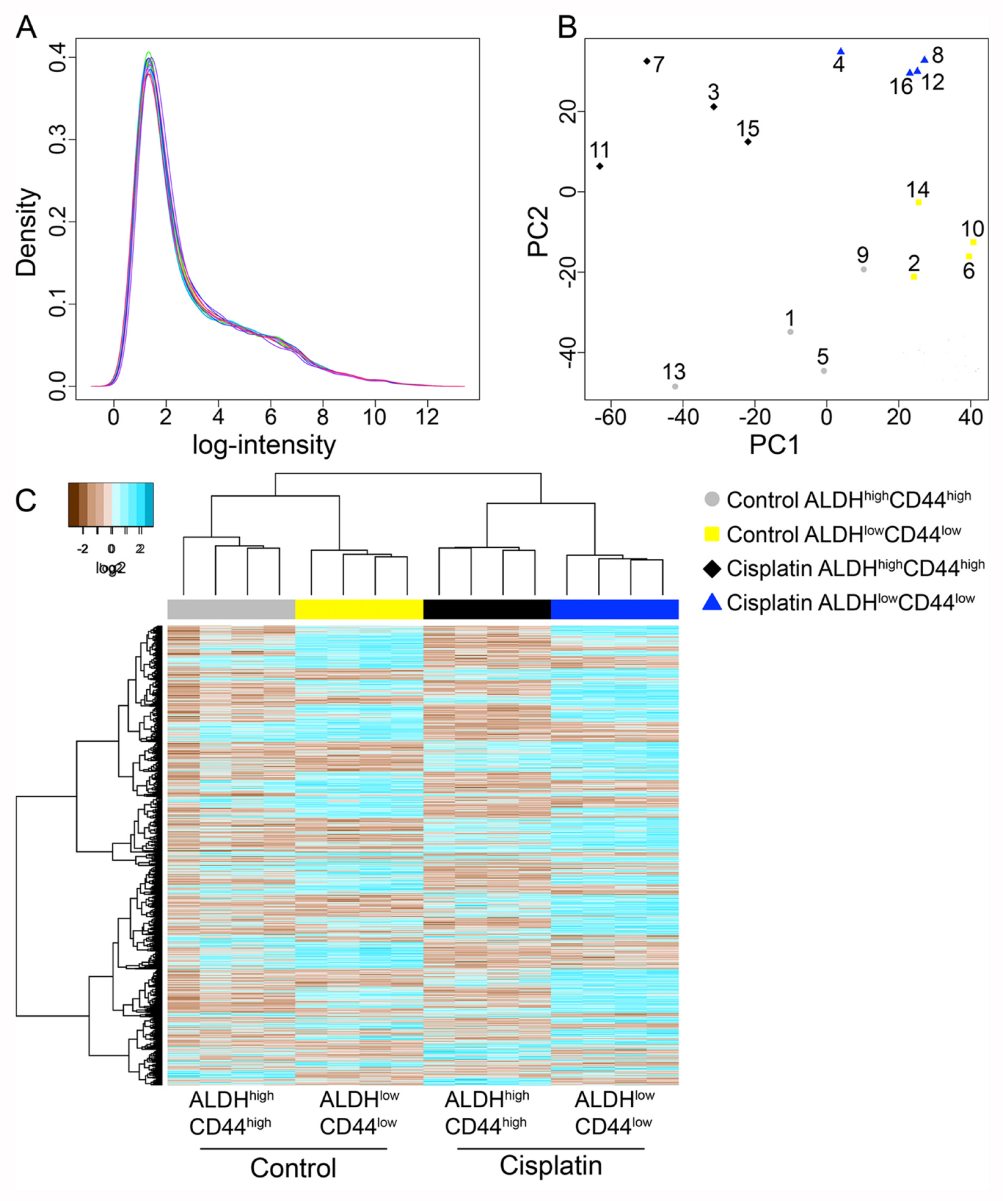
Microarray analysis of ALDH^high^CD44^high^ and ALDH^low^CD44^low^ cells from control and cisplatin-treated UM-SCC-22B (**A**) Histogram plot of log2 intensity values for 16 microarrays following batch adjustment. (**B**) Principal component analysis of batch adjusted 16 microarrays showing the 1st and 2nd components with the most variance. Grey circles–Control ALDH^high^CD44^high^; yellow squares–Control ALDH^low^CD44^low^; black diamonds–Cisplatin ALDH^high^CD44^high^; blue triangles–Cisplatin ALDH^low^CD44^low^. Exp #1: 1–4; Exp #2: 5–8; Exp #3: 9–12; Pilot Exp: 13–16. (**C**) Unsupervised hierarchical clustering with complete linkage and Euclidean distance was performed on only statistically significant probes (adjusted *p*-value < 0.05).

Differentially expressed genes were determined using univariate comparisons (*e.g.* Cisplatin ALDH^high^CD44^high^ *versus* Control ALDH^high^CD44^high^) and adjusted for multiple testing comparisons. Genes with an adjusted *p*-value < 0.05 were considered statistically significant. Since the Affymetrix Human Gene ST 2.1 microarrays also include microRNAs, lincRNAs, and non-annotated probes, we focused on probes annotated with Entrez ID and HUGO gene symbols. 

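Genes of cytokines, and of some cytokine receptors outside the cytokine list, rose after cisplatin in ALDH lowCD44 low cells. IL7R, the receptor of interleukin 7, had a log2 fold change of 2.49 (standard error 0.31, adjusted p = 0.000947). TNFRSF12A, the receptor of the cytokine TWEAK, had 2.05 (standard error 0.25, adjusted p = 0.000635), and CXCL8 and IL6 had 1.91 (adjusted p = 0.00256) and 1.91 (adjusted p = 0.000194). CASP14, a caspase of terminally differentiating keratinocytes, had -3.47 (standard error 0.33, adjusted p = 0.000121), and the proteoglycan BGN had -2.07 (adjusted p = 9.44e-05). Of 59 cytokine genes, 11 rose and 48 did not pass the test (19 rose and 1 fell when adjusted over the list alone), and the list was higher (camera adjusted p = 8.52e-09, and adjusted p = 0.00676 with an estimated correlation). Of 32 genes of DNA replication, 10 rose (19 when adjusted over the list alone), among them CDC6, which loads the replicative helicase, with 1.10 (adjusted p = 0.00165), and CCNE1, the cyclin of S phase entry, with 1.09 (adjusted p = 0.00303). The replication list was higher (camera adjusted p = 6.32e-17, but adjusted p = 0.079 with an estimated correlation). Of 24 basal squamous genes, 8 fell (14 fell and 1 rose when adjusted over the list alone), such as KRT15 with -1.52 (adjusted p = 4.63e-05) (camera adjusted p = 1.46e-12, and adjusted p = 0.00683 with an estimated correlation). In all, 595 genes differed between cisplatin ALDH lowCD44 low and control ALDH lowCD44 low, 360 higher and 235 lower, and 593 of them moved the same way in all 4 experiments. Between cisplatin ALDH highCD44 high and control ALDH highCD44 high, 325 genes differed, 164 higher and 161 lower, and 322 moved the same way in all 4. These genes were called on the same arrays for a difference large against its spread. Their agreement over experiments thus largely follows from that choice and is not a replication. With the experiment as a block, the counts were 193 (117 higher, 76 lower) and 99 (56 higher, 43 lower). In ALDH lowCD44 low cells 9 cytokine genes and 6 of DNA replication then rose and 5 basal squamous genes fell. CXCL8 there had an adjusted p of 0.0568 and 0.0606 without experiments 1 and 2. CASP14 had a mean of 1.89 in cisplatin ALDH lowCD44 low cells, near background, with array medians of 1.98 to 2.02, so its fall is a lower bound. Leaving out single arrays gave 241 to 386 genes in ALDH lowCD44 low cells. Without the control array of experiments 1, 2, 3 and the pilot there were 342, 241, 314 and 386, and without the cisplatin array 283, 280, 313 and 332. In ALDH highCD44 high cells 187 and 133 genes were called without the control array of experiment 1 or 2, and 175 and 178 without the cisplatin array.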

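Control ALDH highCD44 high cells had more mRNA of squamous differentiation genes than control ALDH lowCD44 low cells. PI3, the protease inhibitor elafin, had a log2 fold change of 2.39 (standard error 0.19, adjusted p = 6.52e-05). The keratin KRT4 had 2.56 (standard error 0.23, adjusted p = 0.00013), and the calcium-binding S100A9 had 2.00 (adjusted p = 0.00492). Of 64 epidermal differentiation genes, 7 were higher and 1 was lower (16 and 3 when adjusted over the list alone), and the list was higher (camera adjusted p = 3.59e-07, and adjusted p = 0.0407 with an estimated correlation). Interferon-stimulated genes ran the other way. In control cells 20 of 58 were lower in the ALDH highCD44 high fraction (33 when adjusted over the list alone), such as IFI44 with -1.73 (adjusted p = 0.00013) and BST2 with -1.53 (adjusted p = 0.000291) (camera adjusted p = 4.74e-26, and adjusted p = 0.0407 with an estimated correlation). The lysosomal protease CTSS had -2.23 (standard error 0.22, adjusted p = 0.000291). The 8 genes encoded by the mitochondrial genome, a sign of RNA quality, were higher in ALDH highCD44 high than in ALDH lowCD44 low cells after cisplatin, by 0.27 on average and in 8 of 8 genes (camera adjusted p = 2.13e-05, but adjusted p = 0.212 with an estimated correlation). After cisplatin, 4 of the 64 epidermal genes were higher in ALDH highCD44 high than in ALDH lowCD44 low cells (11 higher and 2 lower when adjusted over the list alone), PI3 with 1.64 (adjusted p = 0.00119) and KRT4 with 1.57 (adjusted p = 0.00405) among them (camera adjusted p = 3.26e-07, but adjusted p = 0.0595 with an estimated correlation). CD24, a surface glycoprotein, had 1.87 (standard error 0.22, adjusted p = 0.00123). CH25H, a cholesterol hydroxylase induced by interferon, had -2.57 (standard error 0.25, adjusted p = 0.000543). In all, 364 genes differed between the control fractions, 79 higher and 285 lower in ALDH highCD44 high, and 364 of them moved the same way in all 4 experiments. Between the cisplatin fractions 476 differed, 77 higher and 399 lower, and 475 moved the same way. Here too the agreement over experiments largely follows from calling the genes on the same arrays. With the experiment as a block, the counts were 98 (19 higher, 79 lower) and 160 (19 higher, 141 lower). Between the control fractions 11 interferon-stimulated genes were then lower, and 8 epidermal genes were higher and 0 lower in limma. Near background were CH25H in cisplatin ALDH highCD44 high (mean 2.20) and KRT4 in cisplatin ALDH lowCD44 low cells (mean 2.39), so their folds between the cisplatin fractions are lower bounds. Between the control fractions, 176 and 144 genes were called without the ALDH highCD44 high array of experiment 1 or the pilot, and 222, 121, 125 and 165 without the ALDH lowCD44 low array of experiment 1, 2, 3 or the pilot. Between the cisplatin fractions, 254, 223 and 235 were called without the ALDH lowCD44 low array of experiment 2, 3 or the pilot, and 310 without the ALDH highCD44 high array of experiment 3.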

In general, there were about 200–1000 genes differentially expressed between the groups (Table 1). We combined the genes from the four-univariate comparisons and performed unsupervised hierarchical clustering (Figure 3C). As expected, the four samples within each cell population clustered together since the four experimental batches were adjusted and we only considered differentially expressed genes.

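The arrays of each cell population formed a cluster of their own on the 2104 probe sets called in any of these 4 comparisons, with complete linkage and Euclidean distance. Cutting the tree at 4 clusters gave 4 clusters that each held the arrays of 1 population. The same 4 clusters came from the 1295 of these probe sets that had a single gene symbol. These probe sets were chosen for differing between the same groups. On all 53617 probe sets, 0 of 4 clusters held all the arrays of 1 population and no others. They held 8, 4, 3 and 1 arrays, and the 8 were all those of ALDH lowCD44 low cells. The nearest array belonged to the same population for 12 of the 16 arrays.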

**Table 1:** Number of differentially expressed genes for different comparisons

Group 1	Group 2	Total genes	Higher genes	Lower genes
Cisplatin ALDH^high^CD44^high^	Control ALDH^high^CD44^high^	231	115	116
Control ALDH^high^CD44^high^	Control ALDH^low^CD44^low^	363	81	282
Cisplatin ALDH^high^CD44^high^	Cisplatin ALDH^low^CD44^low^	605	104	501
Cisplatin ALDH^low^CD44^low^	Control ALDH^low^CD44^low^	1036	582	454

For each comparison, the total number of genes with an FDR adjusted *p*-value < 0.05, the number of genes higher in group 1, and the number of genes lower in group 1. Only genes with HUGO gene symbol are consider in this analysis.

To investigate the pathways modulated in cisplatin ALDH^high^CD44^high^ vs. control ALDH^high^CD44^high^, we used Gene Set Enrichment Analysis (GSEA) [23]. Recently, a new set of 50 gene sets, termed ‘Hallmarks’, was developed. These gene sets represent specific well-defined biological states or processes and display coherent expression. The Hallmark gene sets were generated by a computational methodology based on identifying gene set overlaps and extracting coherent representatives of them. We used GSEA with the Hallmark gene sets to evaluate cisplatin ALDH^high^CD44^high^ vs. control ALDH^high^CD44^high^. Among the highly statistically significant gene sets enriched in cisplatin ALDH^high^CD44^high^ were inflammatory signaling pathways, such as Interferon (IFN) Alpha Response (Genes up-regulated in response to IFNα proteins), TNFα Signaling Via NF-κB (Genes regulated by NF-κB in response to TNF), and IL6-JAK-STAT3 signaling (Genes up-regulated by IL6 via STAT3 during acute phase response) (Figure 4A–4C). 

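Interferon-stimulated genes were the group most increased after cisplatin in ALDH highCD44 high cells. Of 58 measured, 34 rose and 1 fell (49 and 1 when adjusted over the list alone). Their mean log2 signal was 5.48 ± 0.08 (SD, n = 4) in control ALDH highCD44 high and 6.31 ± 0.10 in cisplatin ALDH highCD44 high cells. IFI44L had a log2 fold change of 1.86 (standard error 0.16, adjusted p = 0.00011), and IFIT3, an antiviral protein, had 1.46 (standard error 0.13, adjusted p = 0.00011). The gene that fell was GBP2, a GTPase induced by interferon, named after its values were seen, with a log2 fold change of -0.69 (adjusted p = 0.0292). The list was higher (camera adjusted p = 3.61e-54, and adjusted p = 0.00263 with an estimated correlation). Supplementary Tables 4 and 5 name 30 of the 58, and without those genes the adjusted p was 1.71e-11. Of 68 TNF and NF-κB targets, 11 rose (22 rose and 3 fell when adjusted over the list alone). PLAUR, the urokinase receptor, had 1.73 (standard error 0.15, adjusted p = 0.000126), and FOSL1, a subunit of AP-1, had 1.00 (adjusted p = 0.0142). This list was higher (camera adjusted p = 9.16e-09, but adjusted p = 0.132 with an estimated correlation). Of 70 genes of IL6, JAK and STAT3 signaling, 4 rose and 1 fell (10 and 3 when adjusted over the list alone). TNFRSF12A had 1.18 (adjusted p = 0.0319), and the fatty acid transporter CD36 fell, with -1.09 (adjusted p = 0.02). The list was higher (camera adjusted p = 0.0057, but adjusted p = 0.327 with an estimated correlation). The 8 genes encoded by the mitochondrial genome were also higher, by 0.22 on average (camera adjusted p = 0.000612, but adjusted p = 0.327 with an estimated correlation). With the experiment as a block, 23 interferon-stimulated genes rose and 1 fell, 5 TNF and NF-κB targets rose, and CD36 fell while 0 of the 70 IL6 genes rose in limma. FOSL1 and TNFRSF12A then had an adjusted p of 0.0574 and 0.109. In a paired t test over the 4 experiments, chosen after seeing the data and adjusted over 29 lists, the interferon list did not pass (adjusted p = 0.0545, unadjusted p = 0.00254, and adjusted p = 0.0799 without batch adjustment). CD36 had means of 2.48 in control and 1.39 in cisplatin cells, both near background, so the size of its fall is not known. Preranked by signal-to-noise, the IL6 list had an adjusted p of 0.0726. These lists rose after cisplatin in ALDH lowCD44 low cells too. There 26 interferon-stimulated genes rose and 1 fell, 17 and 1 with the block (mean 0.56, camera adjusted p = 1.66e-24, and 0.0221 with an estimated correlation). In the TNF list 15 rose, 11 with the block (mean 0.43, camera adjusted p = 2.16e-12, but 0.079 with an estimated correlation). In the IL6 list 5 rose and 3 fell, 4 and 1 with the block (mean 0.25, camera adjusted p = 0.000129, but 0.159). In ALDH highCD44 high cells the mean rises of the interferon, TNF and IL6 lists were 0.82, 0.30 and 0.15. Between the cisplatin fractions these lists were lower in ALDH highCD44 high cells, with means of -0.26, -0.29 and -0.23. Camera gave adjusted p of 1.83e-05, 2.66e-06 and 0.000137 there, but 0.265, 0.212 and 0.212 with an estimated correlation.

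**Figure D2:**
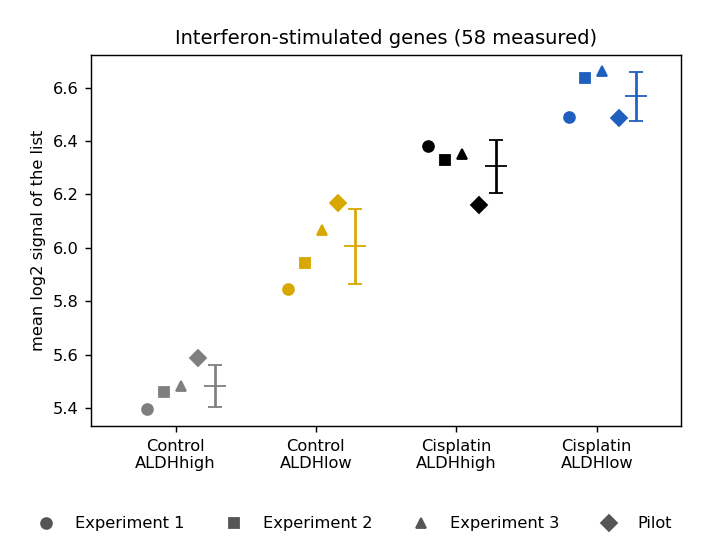
Mean log2 signal (y axis) of the 58 interferon-stimulated genes in the 4 cell populations (x axis). Each point is an array, shapes give the experiment, and bars show the mean and SD of 4 arrays. All cisplatin ALDH highCD44 high arrays lie above all control ALDH highCD44 high arrays.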

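CXCL10 and CXCL11, chemokines that attract T cells and are induced by interferon, and IRF1, a transcription factor of the interferon response, were the 3 genes shared by the lists of interferon-stimulated, TNF and IL6 pathway genes. In cisplatin ALDH highCD44 high against control ALDH highCD44 high cells CXCL10 had a log2 fold change of 1.93 (standard error 0.48, adjusted p = 0.0665), with a higher value in 4 of 4 experiments. CXCL11 had 0.83 (standard error 0.20, adjusted p = 0.0597) and was also higher in 4 of 4. IRF1 had 0.43 (standard error 0.13, adjusted p = 0.135) and was higher in 3 of 4. None of the 3 passed the limma test there. Between cisplatin ALDH lowCD44 low and control ALDH lowCD44 low, CXCL11 rose, with 1.28 (adjusted p = 0.00411), and CXCL10 and IRF1 had 1.57 (adjusted p = 0.139) and 0.23 (adjusted p = 0.528). CXCL11 there had an adjusted p of 0.102 without experiment 2 and 0.0524 without the pilot. CXCL11 had means of 2.21 in control ALDH highCD44 high and 2.34 in control ALDH lowCD44 low cells, both near background. Its folds after cisplatin in both fractions are thus lower bounds. In a preranked test, the leading edges of the interferon, TNF and IL6 lists held 42, 32 and 21 genes, and CXCL10, CXCL11 and IRF1 were in all of them. No other gene could be, since the lists share no other.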

Leading edge analysis of those three Hallmark pathways identified numerous genes in common, such as CXCL10, CXCL11, and IRF1 (Supplementary Table 2). 

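IFIT2, an interferon-induced protein that binds viral RNA, was the most increased of 5 pathway genes in cisplatin ALDH highCD44 high cells, with a log2 fold change of 1.86 (standard error 0.19, adjusted p = 0.000221). BST2, which tethers virus particles to the cell surface, had 0.94 (standard error 0.15, adjusted p = 0.00753), and the adhesion molecule ICAM1 had 0.75 (standard error 0.14, adjusted p = 0.0212). IFIH1, a sensor of double-stranded RNA, had 0.67 (standard error 0.12, adjusted p = 0.0172), and the cytokine IL1B had 0.66 (standard error 0.12, adjusted p = 0.0201). Each of the 5 was higher in 4 of 4 experiments. With the experiment as a block the adjusted p was 0.0851 for IFIH1 and 0.0637 for IL1B. Without single ALDH highCD44 high arrays of experiments 1 and 2, limma gave adjusted p of 0.0555 to 0.0598 for ICAM1 (either treatment, either experiment), 0.0572 to 0.0601 for IL1B (either array of experiment 1, or the control of experiment 2), and 0.0527 and 0.0577 for IFIH1 (the controls). Without whole experiments, BST2 had an adjusted p of 0.0649 (experiment 2) and 0.059 (the pilot), and ICAM1 had 0.141, 0.142 and 0.101 (experiments 1, 2 and the pilot). IFIH1 had 0.139, 0.173 and 0.104 (experiments 1, 2 and 3), and IL1B 0.145, 0.0807, 0.0569 and 0.0821 (experiments 1, 2, 3 and the pilot).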

Of note, only BST2, ICAM1, IL1β, IFIT2, and IFIH1 were statistically different based on univariate analysis with FDR adjustment. 

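Genes of the hypoxia response were lower in cisplatin ALDH highCD44 high than in control ALDH highCD44 high cells. Of 50 measured, 6 fell (19 when adjusted over the list alone). The glucose transporter SLC2A1 had a log2 fold change of -0.80 (standard error 0.14, adjusted p = 0.0138), the stress gene NDRG1 had a mean of 4.69 in control and 3.69 in cisplatin cells (adjusted p = 0.0221), and BNIP3L, a receptor of mitophagy, had -0.72 (adjusted p = 0.0156). The list was lower (camera adjusted p = 1.13e-10, but adjusted p = 0.132 with an estimated correlation). Of 44 Notch pathway genes, NRARP, a feedback inhibitor of Notch, fell, with -0.51 (adjusted p = 0.0263), and DTX3L, a ubiquitin ligase, rose, with 0.44 (adjusted p = 0.0396) (1 rose and 5 fell when adjusted over the list alone). The receptor NOTCH3 had -1.04 (adjusted p = 0.0591). The Notch list had a camera adjusted p of 0.0735, and adjusted p = 0.346 with an estimated correlation. With the experiment as a block, 2 hypoxia genes fell, and the adjusted p was 0.0741 for BNIP3L, 0.0969 for NRARP and 0.149 for DTX3L. Without experiment 2 the Notch list passed (adjusted p = 0.0401, range 0.0401 to 0.16 over the 4 experiments left out), as it did without dim probe sets (adjusted p = 0.0108). Hypoxia genes were lower after cisplatin in ALDH lowCD44 low cells too, where 13 of the 50 fell, 1 with the block (camera adjusted p = 1.24e-14, but 0.079 with an estimated correlation).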

Only two Hallmark gene sets were statistically enriched in control ALDH^high^CD44^high^ vs. cisplatin ALDH^high^CD44^high^, including Hypoxia (Genes up-regulated in response to low oxygen levels (hypoxia)) and Notch Signaling (Genes up-regulated by activation of Notch signaling) (Figure 4D–4E).

**Figure 4:**
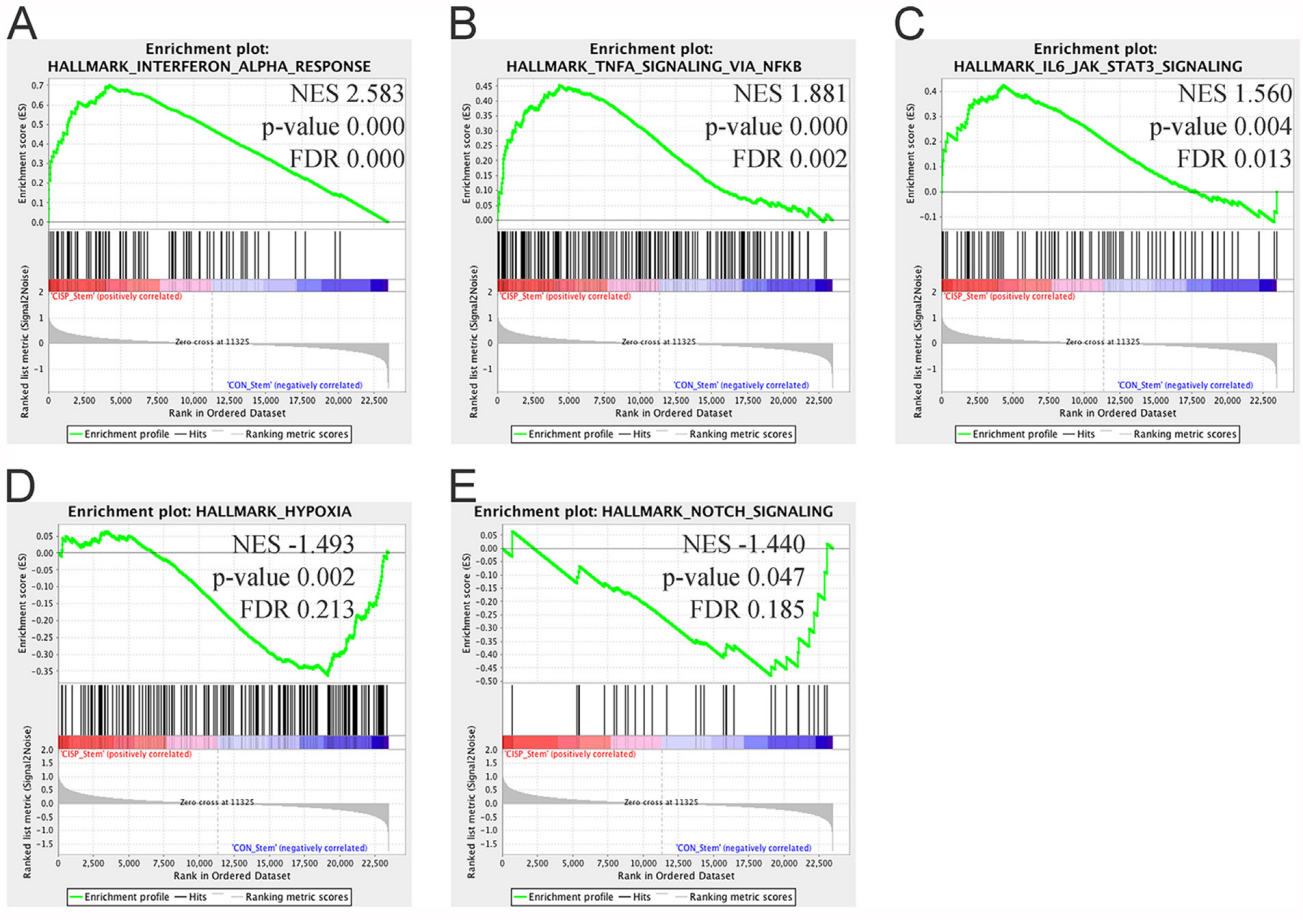
Gene Set Enrichment Analysis of cisplatin ALD^Hhigh^CD44^high^ vs. control ALDH^high^CD44^high^ cells Gene set enrichment analysis using “Hallmark” gene sets based on comparison between cisplatin ALDH^high^CD44^high^ and control ALDH^high^CD44^high^ cells. (**A**–**C**) Gene sets enriched in cisplatin ALDH^high^CD44^high^ cells with FDR < 0.25 and *p*-value < 0.05. (A) Interferon Alpha Response, (B) TNFα Signaling Via NF-κB, (C) IL6-JAK-STAT3 Signaling. (**D**–**E**) Gene sets enriched in control ALDH^high^CD44^high^ cells with FDR < 0.25 and *p*-value < 0.05. (D) Hypoxia, (E) Notch Signaling. NES–Normalized Enrichment Score.

While the GSEA results suggested the role of IFNα, TNFα, and/or IL6 signaling in regulating chemo-resistant ALDH^high^CD44^high^ cells, these secreted cytokines may be downstream effectors. We used a complimentary pathway analysis tool, iPathway, which is focused on KEGG pathways. The iPathway software analysis tool implements an ‘Impact Analysis’ approach that takes into consideration the direction and type of all signals on a pathway, the position, role and type of every gene, etc. [24, 25]. The Impact Analysis develops two *p*-values using two orthogonal approaches based on over-representation and the accumulated perturbation. These two *p*-values are combined into a global *p*-value for each pathway and iPathway adjusts for multiple testing based on Bonferroni and FDR approaches [24, 25]. Based on comparing only statistically significant genes between cisplatin ALDH^high^CD44^high^ vs. control ALDH^high^CD44^high^, we identified about 20 KEGG pathways with an unadjusted *p*-value < 0.05 (Supplementary Table 3). Adjusting for multiple testing reduced the number of significant pathways to 4–5, including Influenza A, Herpes simplex infection, Measles, Malaria, and Hepatitis C. These pathways all involve the response of the immune system. In addition, the TNF signaling and NF-κB signaling pathways were also enriched in the iPathway analysis. For the NF-κB signaling pathway, few genes expressed higher (*e.g.* DDX58, IL1β, ICAM1) in the cisplatin ALDH^high^CD44^high^ group compared to control ALDH^high^CD44^high^ (Supplementary Figure 5). Similarly, there was a mix of upregulated genes (IL1β, CCL20, ICAM1) and downregulated genes (MAPK10, MAP2K6) in the TNF signaling pathway (Supplementary Figure 6). Together, the GSEA and iPathway analyses identified similar immune system pathways in cisplatin-resistant ALDH^high^CD44^high^ cells.

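DDX58, now named RIGI, encodes a cytoplasmic sensor of viral RNA. Its log2 signal was 6.97 ± 0.41 (SD, n = 4) in control ALDH highCD44 high and 8.60 ± 0.14 in cisplatin ALDH highCD44 high cells, a log2 fold change of 1.62 (standard error 0.16, adjusted p = 0.000221). The difference was positive in 4 of 4 experiments, from 0.90 in the pilot to 2.13 in experiment 1. Of 59 cytokine genes, some of them transcribed through NF-κB, 4 rose (10 when adjusted over the list alone), namely CCL20, IL1B, IL6 and CCL5 (camera adjusted p = 0.00017, and adjusted p = 0.0384 with an estimated correlation). IL6 had 0.87 (adjusted p = 0.0464) and CCL5 1.10 (adjusted p = 0.0464). In the fit with the experiment as a block, 1 of the 59 rose, and IL6 and CCL5 had an adjusted p of 0.146 and 0.113. Without the control array of experiment 1, 2 or 3, IL6 had an adjusted p of 0.0586, 0.131 and 0.102, and without the cisplatin array 0.0957, 0.114 and 0.0883. CCL5 had 0.103, 0.0709, 0.0687 and 0.0953 without the control array of experiment 1, 2, 3 or the pilot, and 0.0672, 0.0917 and 0.102 without the cisplatin array of experiment 1, 2 or 3. With experiment 1, 2 or 3 left out, IL6 had 0.0946, 0.288 and 0.187 and CCL5 had 0.146, 0.144 and 0.163, and without the pilot CCL5 had 0.0537.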

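CCL20, a chemokine induced by NF-κB, rose after cisplatin in ALDH highCD44 high cells, with a log2 fold change of 1.00 (standard error 0.19, adjusted p = 0.0179). The kinases MAP2K6, which activates p38, and MAPK10, also named JNK3, fell. MAP2K6 had -1.31 (standard error 0.21, adjusted p = 0.00743) and MAPK10 -0.66 (standard error 0.13, adjusted p = 0.0219). Each moved the same way in 4 of 4 experiments. Between cisplatin ALDH lowCD44 low and control ALDH lowCD44 low, CCL20 had 1.44 (adjusted p = 0.00124), MAP2K6 -1.12 (adjusted p = 0.0136) and MAPK10 -0.41 (adjusted p = 0.153). With experiments as a block, the adjusted p was 0.0685 for MAPK10 in ALDH highCD44 high cells and 0.0557 for MAP2K6 in ALDH lowCD44 low cells. In ALDH highCD44 high cells, limma gave CCL20 an adjusted p of 0.0502 and 0.0558 without the control or the cisplatin array of experiment 2, and MAPK10 one of 0.0643, 0.0691 and 0.0581 without the cisplatin array of experiment 1, the control of experiment 2 or the cisplatin array of experiment 3. With experiments 1, 2 and 3 left out in turn, MAP2K6 had an adjusted p of 0.0671, 0.0895 and 0.0779 there (0.176, 0.0719 and 0.141 in ALDH lowCD44 low cells), MAPK10 had 0.128, 0.119 and 0.137, and CCL20 had 0.077, 0.129 and 0.052. Without the pilot, CCL20 had 0.0517. MAPK10 had a mean of 2.47 in cisplatin ALDH highCD44 high cells, near background, so its fall is a lower bound.

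**Figure D3:**
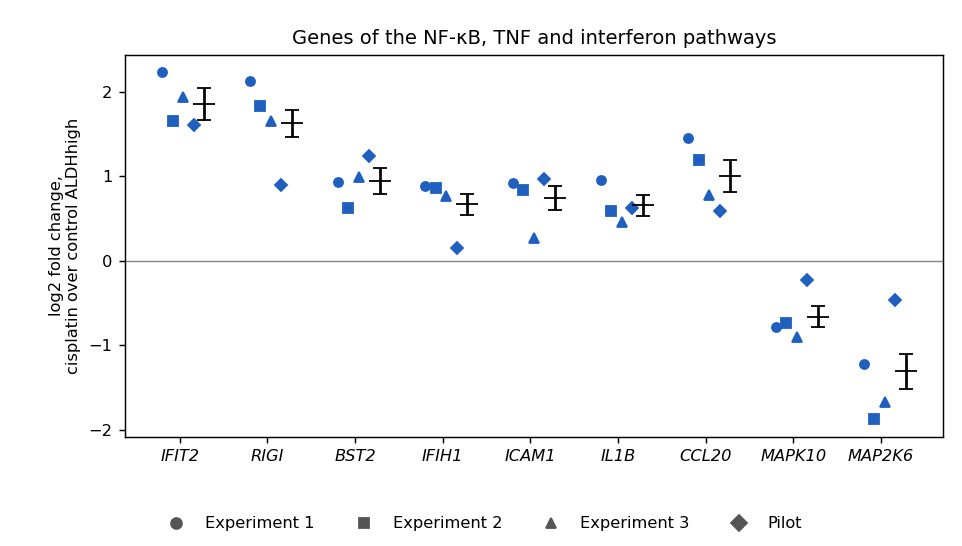
Log2 fold change of cisplatin ALDH highCD44 high over control ALDH highCD44 high (y axis) for 9 genes (x axis). Each point is the difference within an experiment, and bars show the fitted mean and standard error over 4 arrays per group. MAPK10 and MAP2K6 lie below 0 in every experiment and the other 7 genes above 0.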

Even though GSEA and iPathway analyses identified similar immune signaling pathways, there remained the possibility that these pathways were more downstream effectors. Furthermore, there is substantial crosstalk between the TNF, NF-κB, and IL6 signaling pathways hindering a more targeted approach to eradicating cisplatin ALDH^high^CD44^high^ cells. Therefore, we examined the 115 genes expressed higher in cisplatin ALDH^high^CD44^high^ cells compared to control ALDH^high^CD44^high^ cells (Table 1). 

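The 10 most increased genes in cisplatin ALDH highCD44 high cells held 7 interferon-stimulated genes. RSAD2, an antiviral enzyme, had a log2 fold change of 2.03 (standard error 0.28, adjusted p = 0.0025), OAS2, which senses double-stranded RNA, had 1.90 (standard error 0.22, adjusted p = 0.000609), and IFI27 had 1.72 (adjusted p = 0.000834). The others among the 10 were PLAUR, the microRNA gene MIR548X2 with 1.77 (adjusted p = 0.022), and IL6-AS1, an RNA antisense to IL6, with 1.64 (adjusted p = 0.0216). Of 37 mesenchymal genes, 3 rose (4 rose and 3 fell when adjusted over the list alone), PLAUR, SERPINE2, a protease inhibitor, with 0.76 (adjusted p = 0.0081), and FST, an activin antagonist, with 0.88 (adjusted p = 0.00898) (camera adjusted p = 0.117). The transcription factor SOX9 had 1.05 (adjusted p = 0.014). Under a block for the experiment, the adjusted p was 0.065 for MIR548X2, 0.0789 for IL6-AS1 and 0.061 for SOX9. RSAD2, MIR548X2, IL6-AS1 and SERPINE2 had means of 2.07, 2.31, 2.58 and 2.09 in control ALDH highCD44 high cells, near background, so their rises are lower bounds and ranks by fold change are approximate.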

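FGF2, a fibroblast growth factor that binds the FGF receptors, was higher in cisplatin ALDH highCD44 high cells, with a log2 fold change of 1.35 (standard error 0.14, adjusted p = 0.000221). Its log2 signal was 6.97 ± 0.12 (SD, n = 4) in control ALDH highCD44 high and 8.32 ± 0.17 in cisplatin ALDH highCD44 high cells, and it was 1.31 higher in the pilot as well. EREG, epiregulin, an EGF receptor ligand, had 1.23 (standard error 0.20, adjusted p = 0.00964), with signals of 7.20 ± 0.45 and 8.44 ± 0.03, and was 0.68 higher in the pilot. FGF2 passed the test with each experiment and each array left out in turn. EREG passed with each array left out, and without experiments 1, 2 and 3 its adjusted p was 0.0831, 0.0878 and 0.0652.

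**Figure D4:**
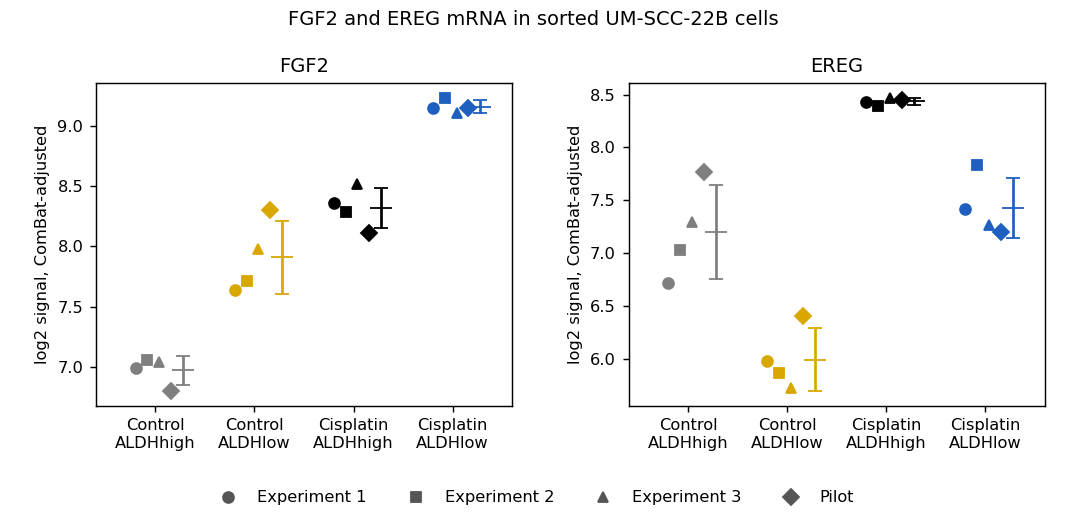
Log2 signal (y axis) of FGF2 (left) and EREG (right) in the 4 cell populations (x axis). Each point is an array, shapes give the experiment, and bars show the mean and SD of 4 arrays. FGF2 is highest in cisplatin ALDH lowCD44 low cells and EREG in cisplatin ALDH highCD44 high cells, and both are higher after cisplatin in either fraction.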

As expected, there were numerous immune system related genes, but there were two secreted growth factors not related to the immune system, *e.g.* FGF2 and EREG (Supplementary Table 4). 

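Basal squamous genes were lower in cisplatin ALDH highCD44 high cells, while the list of epidermal differentiation genes did not pass. KRT1, a keratin of differentiating epidermis, had a log2 fold change of -2.47 (standard error 0.35, adjusted p = 0.00314), CASP14 had -1.93 (standard error 0.33, adjusted p = 0.0123), and BGN had -1.82 (standard error 0.19, adjusted p = 0.000221). Of 64 epidermal differentiation genes, 2 rose and 5 fell (7 and 8 when adjusted over the list alone; camera adjusted p = 0.98, with a mean of -0.04 and a median of 0.02). Of 24 basal squamous genes, 9 fell (10 when adjusted over the list alone). SOX2, a transcription factor of squamous and stem cells, had -1.30 (standard error 0.13, adjusted p = 0.000221), and the basal keratins KRT15 and KRT5 had -1.11 (adjusted p = 0.000384) and -0.65 (adjusted p = 0.00639). The list was lower (camera adjusted p = 8.53e-09, and adjusted p = 0.0273 with an estimated correlation). Of 31 NRF2 targets, 3 fell (4 when adjusted over the list alone), among them the aldehyde dehydrogenase ALDH3A1 with -1.01 (adjusted p = 0.000641) and the glutathione transferase GSTA4 with -1.03 (adjusted p = 0.00331) (camera adjusted p = 0.117). Of 29 p53 targets, 2 fell (1 rose and 4 fell when adjusted over the list alone), TP53INP1, which promotes apoptosis and autophagy, with -0.70 (adjusted p = 0.0405) and the stress regulator SESN1 with -0.62 (adjusted p = 0.0438) (camera adjusted p = 0.816, with a mean of -0.02 and a median of 0.02). Of 33 genes of mitosis, 1 fell, the kinetochore gene CENPF with -0.58 (adjusted p = 0.0224) (1 when adjusted over the list alone; camera adjusted p = 0.000297, but adjusted p = 0.451 with an estimated correlation). When the experiment was a block, 4 basal squamous genes and 2 NRF2 targets fell, 1 epidermal gene rose and 3 fell, and the adjusted p was 0.109 for TP53INP1, 0.127 for SESN1 and 0.102 for CENPF. CASP14 had a mean of 2.55 in cisplatin ALDH highCD44 high cells, near background, so its fall is a lower bound.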

Examination of the 116 genes expressed lower in cisplatin ALDH^high^CD44^high^ cells did not identify obvious regulators of cell survival, proliferation, or apoptosis (Supplementary Table 5).

EREG (epiregulin) is a member of the EGF ligand family [26]. Various members of the EGF ligand family are secreted by HNSCC cells [27]. EREG is known to promote the proliferation of dental stem cells via the MAPK and JNK signaling pathways [28]. Furthermore, EGF ligand has been shown to regulate ALDH^high^CD44^high^ cells in HNSCC lines [29]. FGF2 is a well-known mitogen of fibroblasts and cancer cells. More recently, FGF2 has been shown to be required for maintaining human embryonic stem cells via promotion of self-renewal [30]. Marshall *et al.* showed FGFR signaling was dominant or co-dominant with EGFR in six HNSCC lines, whereas three lines exhibited little or no role for FGFRs and were highly EGFR dependent [31]. Therefore, HNSCC cell lines can be divided into subsets defined by sensitivity to EGFR and FGFR-specific inhibitors, which suggest FGFR inhibitors may represent novel therapeutics alone or in combination with EGFR inhibitors. Together, these data suggested FGF2 and/or EREG might regulate the resistance of ALDH^high^CD44^high^ cells to cisplatin.

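Other ligands of the EGF family rose with EREG. EPGN, epigen, had a log2 fold change of 1.36 (standard error 0.16, adjusted p = 0.000598), and BTC, betacellulin, had 1.19 (standard error 0.24, adjusted p = 0.0281), while HBEGF had 0.64 (adjusted p = 0.221). Of 13 ligands and receptors of the EGF family, 3 rose (4 rose and 3 fell when adjusted over the list alone; camera adjusted p = 0.136). Of 27 ligands and receptors of the FGF family, FGF2 rose (1 when adjusted over the list alone), and 26 did not pass the test (camera adjusted p = 0.274). The receptors FGFR1, FGFR2, FGFR3 and FGFR4 had log2 fold changes of -0.08, 0.11, -0.70 and 0.12, with adjusted p from 0.261 to 0.878. On the ALDH highCD44 high arrays FGFR1 had log2 values of 1.24 to 1.75 and FGFR4 of 1.42 to 2.51. Both were near background in control and cisplatin cells, so the size of any change in them is not known. FGF1, another FGF ligand, had 0.33 (adjusted p = 0.233). In the paired fit, with the experiment as a block, BTC had an adjusted p of 0.109. Its mean of 2.07 in control ALDH highCD44 high cells was near background, so its rise is a lower bound. From the increase of FGF2 and EREG and from earlier studies of these ligands, the paper proposes that FGF2, EREG or both may regulate how ALDH highCD44 high cells resist cisplatin.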

We hypothesized that increased FGF2 and/or EREG secretion by cisplatin ALDH^high^CD44^high^ cells may contribute to the survival of these cells. 

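FGF2 and EREG rose after cisplatin in ALDH lowCD44 low cells too. FGF2 had a log2 fold change of 1.25 (standard error 0.14, adjusted p = 0.000304) and EREG 1.44 (standard error 0.20, adjusted p = 0.00256), each higher in 4 of 4 experiments. The difference between the fractions in this response was 0.10 (standard error 0.19, adjusted p = 0.949) for FGF2 and -0.20 (standard error 0.29, adjusted p = 0.916) for EREG. Of the 164 genes that rose in ALDH highCD44 high cells, 87 also rose in ALDH lowCD44 low cells, against 2.47 for independent lists. Of the 161 that fell, 58 fell in both, against 1.59. Of the 164, 148 had the same sign in ALDH lowCD44 low cells, as did 141 of the 161. Over 8478 genes the responses correlated at Pearson's r = 0.67 across genes, which are not independent replicates. These 2 comparisons share experiments but no arrays. For the difference in response, limma called 0 genes with a single symbol, with 1841 at an unadjusted p under 0.05 (7.71% of 23866). In 10 simulated sets of 16 arrays with no change, the same test gave 7.52% on average (7.23% to 7.89%). The fit with a block gave 1272 (5.33%), against 4.60% (4.37% to 4.71%). Probe sets were drawn independently in these simulations, unlike genes of real arrays, so their ranges cannot decide whether the responses differ. Simulated changes of 0.5 between 2 groups were found in only 2% of changed probe sets. The 0 calls thus do not show that the fractions respond alike. Without experiment 2, EREG in ALDH lowCD44 low cells had an adjusted p of 0.0734.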

Since FGF2 and EREG mRNA were increased in both cisplatin ALDH^high^CD44^high^ vs. control ALDH^high^CD44^high^ and cisplatin ALDH^low^CD44^low^ vs. control ALDH^low^CD44^low^ (Supplementary Figure 7), we anticipated that FGF2 and/or EREG would be secreted by both ALDH^high^CD44^high^ and ALDH^low^CD44^low^ cells following cisplatin treatment. We treated UM-SCC-1 and UM-SCC-22B cells for 5 days with 2 μM cisplatin and used ELISA to assay FGF2 and EREG protein in the media supernatant. As shown in Figure 5A, FGF2 secretion was dramatically increased in UM-SCC-1 and UM-SCC-22B cells following 5-day cisplatin treatment. Of note, FGF2 was expressed at low levels in untreated UM-SCC-1 cells, but not expressed in untreated UM-SCC-22B. However, EREG secretion was inconsistent between the triplicate wells and very low (Figure 5B).

**Figure 5:**
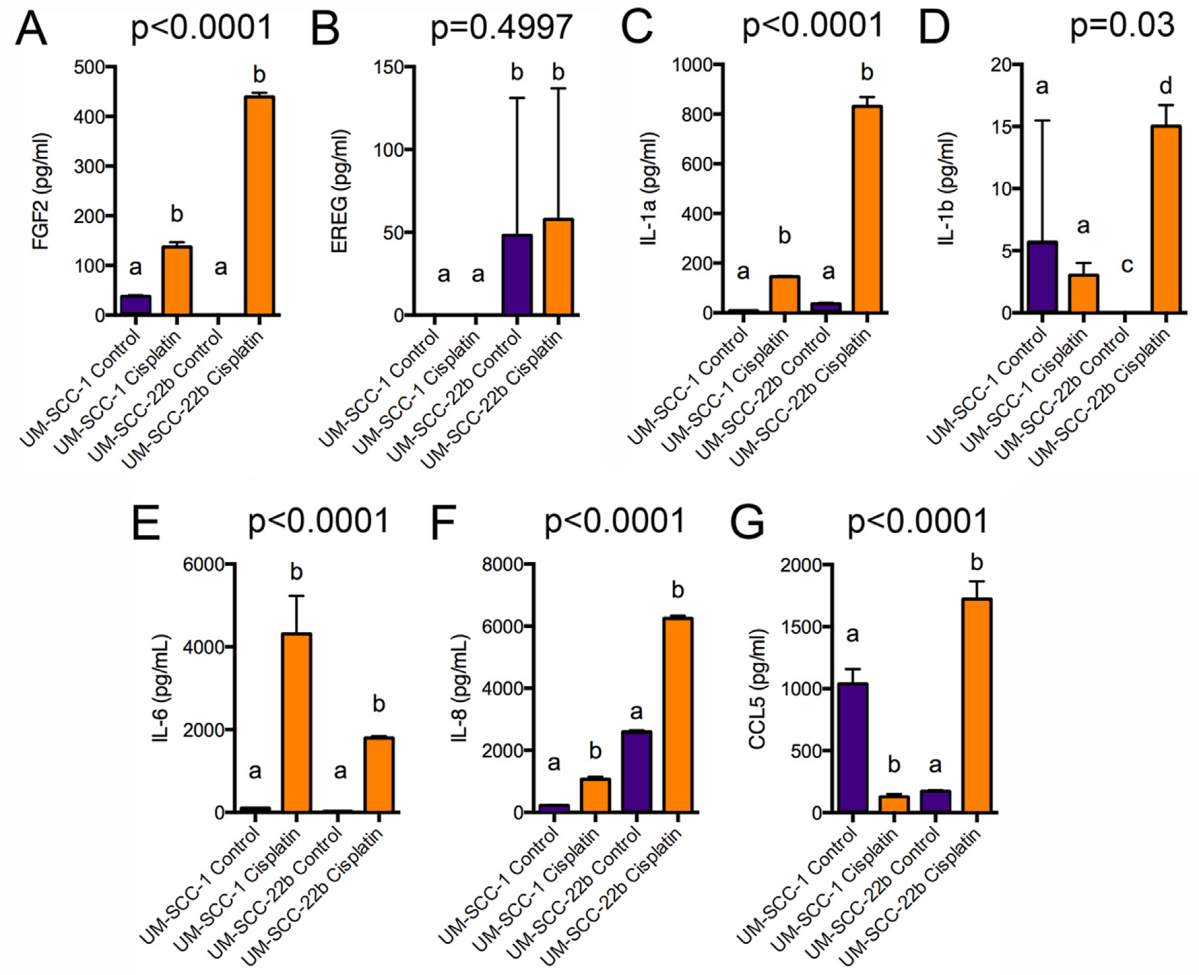
ELISA analysis of FGF2, EREG, and cytokine secretion UM-SCC-1 and UM-SCC-22B cells were treated for 5 days with 2 μM cisplatin, which was replaced every 2 days. Cell supernatant was centrifuged and analyzed by ELISA for (**A**) FGF2, (**B**) EREG, (**C**) IL-1α, (**D**) IL-1β, (**E**) IL-6, (**F**) IL-8, or (**G**) CCL5 secretion. Different letters depict statistically significant differences based on pairwise comparisons of control to cisplatin (*P <* 0.05).

The GSEA and iPathway analyses suggested a role for major signaling pathways in cisplatin-resistant ALDH^high^CD44^high^ cells (*e.g.* TNFα, IFN, IL6, NF-κB) that are known to regulate cell proliferation, survival, and participate in major biological processes (*e.g.* immune responses). However, IL1β (interleukin 1β) mRNA was the only cytokine statistically higher in cisplatin ALDH^high^CD44^high^ vs. control ALDH^low^CD44^low^. It was recently shown that exogenous IL6 treatment cooperates with cisplatin to further increase ALDH^high^CD44^high^ cells in HNSCC lines [21]. Therefore, we tested by ELISA if UM-SCC-1 and UM-SCC-22B secreted various cytokines in response to 5-day cisplatin treatment. 

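CXCL8, a chemokine that attracts neutrophils, was the cytokine gene with the largest increase in cisplatin ALDH highCD44 high relative to control ALDH lowCD44 low cells, with a log2 fold change of 2.15 (standard error 0.27, adjusted p = 0.000508). This pair differs in treatment and in fraction, so its differences cannot be assigned to cisplatin alone. CXCL8 had a mean of 3.45 in control ALDH lowCD44 low, 4.58 in control ALDH highCD44 high and 5.60 in cisplatin ALDH highCD44 high cells. Of 59 cytokine genes, 6 were higher and 2 were lower in this comparison. Of the 6, only CCL20 and IL6 were also called after cisplatin within ALDH highCD44 high cells. IL1A had 0.70 (adjusted p = 0.0068) and LTB, lymphotoxin beta, 0.92 (adjusted p = 0.0145). CCL20, IL6 and TNFSF15 had 0.70, 0.72 and 0.51 (adjusted p = 0.0444, 0.0489 and 0.0483). TNFSF10, also named TRAIL, and the chemokine CCL28 were the lower ones, with -0.84 (adjusted p = 0.00226) and -0.73 (adjusted p = 0.0081). IL1B had 0.29 (standard error 0.12, adjusted p = 0.219) and was higher in 4 of 4 experiments. Blocked by experiment, chosen for this comparison after seeing the data, 3 of the 59 were higher and 2 lower, and CCL20, TNFSF15 and IL6 had adjusted p of 0.0806, 0.0784 and 0.127. Without experiments 2 and 3 IL1A had adjusted p of 0.0787 and 0.0659. LTB had 0.0501, 0.0748 and 0.0859 without experiments 1, 3 and the pilot, TNFSF10 had 0.0587 without experiment 2, and CCL28 had 0.103 and 0.0571 without experiment 2 and the pilot. Without experiments 1, 2, 3 and the pilot, TNFSF15 had 0.135, 0.165, 0.136 and 0.112 and CCL20 had 0.0504, 0.283, 0.162 and 0.0819. IL6 had 0.213, 0.281 and 0.138 without experiments 1, 2 and 3. TNFSF15 also had 0.0879, 0.136, 0.0682 and 0.0959 without the control array of experiments 1, 2, 3 and the pilot, and 0.0638, 0.0961 and 0.054 without the cisplatin array of experiments 1, 3 and the pilot. Without the control array of experiment 1, 2 or 3, IL6 had 0.131, 0.126 and 0.0673, and without the cisplatin array 0.0914, 0.13 and 0.0878. CCL20 had 0.0659, 0.133, 0.0984 and 0.0688 without the control array of experiment 1, 2, 3 or the pilot, and 0.0648, 0.114 and 0.109 without the cisplatin array of experiment 1, 2 or 3.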

In agreement with an increase with IL1β mRNA in cisplatin ALDH^high^CD44^high^ cells, there was an increase in IL1β secretion in UM-SCC-22B cells (Figure 5D). However, the levels of secretion were generally low and not statistically different in UM-SCC-1. IL1α, IL6, and IL8 secretion was highly induced in both UM-SCC-1 and UM-SCC-22B (Figure 5C, 5E, 5F). Interestingly, CCL5/Rantes secretion was reduced in UM-SCC-1 but increased in UM-SCC-22B (Figure 5G). Together, these data suggest that several major signaling pathways may regulate the pathobiology of cisplatin-resistant ALDH^high^CD44^high^ cells.

The dramatic increase in FGF2 secretion in both UM-SCC-1 and UM-SCC-22B cells following cisplatin treatment suggested cisplatin-resistant ALDH^high^CD44^high^ cells might utilize FGF signaling for survival. To inhibit the FGF2 signaling, we focused on testing an FGFR inhibitor. Recently, FGFR small-molecule kinase inhibitors with increased specificity compared to similar kinases (*e.g.* ABL, FYN, KIT, LCK, LYN, YES) have been reported. One such inhibitor, BGJ398, targets FGFR1, FGFR2, FGFR3, and FGFR4, and at nanomolar concentrations inhibits cell proliferation of BaF3 cells over expressing those receptors [32]. This inhibitor is currently in Phase II clinical trials for solid cancers, especially in patients with FGFR genetic alterations [33]. At nanomolar levels BGJ398 kills bladder cancer cells overexpressing wild-type FGFR3 (*e.g.* RT112, RT4, SW780, and JMSU1), but requires more than 3 μM to kill cells lacking this receptor [32]. Guagnano and collaborators tested 18 HNSCC cell lines and found that more than 8 μM BGJ398 was needed to kill these cells [33].

Here, we determined the BGJ398 IC_50_ for UM-SCC-1 and UM-SCC-22B cells. Both cell lines were seeded in 96-well plates for 3 or 5 days and treated at increasing doses of BGJ398. After 3 days of treatment, both UM-SCC-1 and UM-SCC-22B were killed with a BGJ398 IC_50_ concentration around 2.2 μM (Supplementary Figure 8A, Supplementary Table 6). However, after 5 day BGJ398 treatment, UM-SCC-22B required a higher IC_50_ concentration at 3.57 ± 0.26 μM (Supplementary Figure 8B, Supplementary Table 6). After 5 days, UM-SCC-1 cells were killed with an IC_50_ similar to 3-day treatment (1.91 ± 0.31 μM).

To verify the effect of BGJ398 in HNSCC cell lines, we treated UM-SCC-1 and UM-SCC-22B cells with increasing concentrations of BGJ398 for 24 hours. Western blots revealed a dose-dependent decrease in FGFR2 protein levels, thus confirming the ability of BGJ398 to inhibit the FGF signaling pathway (Figure 6A). To begin to understand the effect of therapeutic inhibition of FGFR2 in HNSCC, we performed propidium iodide (PI) staining of cells treated with increasing doses of BGJ398 (Figure 6B–6D). We observed that BGJ398 mediated a dose-dependent increase in apoptotic cells (sub-G_0_/G_1_ fraction) in UM-SCC-22B cells. On the other hand, BGJ398 caused a decrease in the fraction of cells in the S phase of cell cycle (without significant effect on apoptosis) in UM-SCC-1 cells, indicating that the effect of BGJ398 in this cell line was primarily to slow down in cell proliferation. While the mode of action of BGJ398 in these 2 cell lines was different, the net result in both is a decrease in the overall number of cells (Figure 7A, 7E).

**Figure 6:**
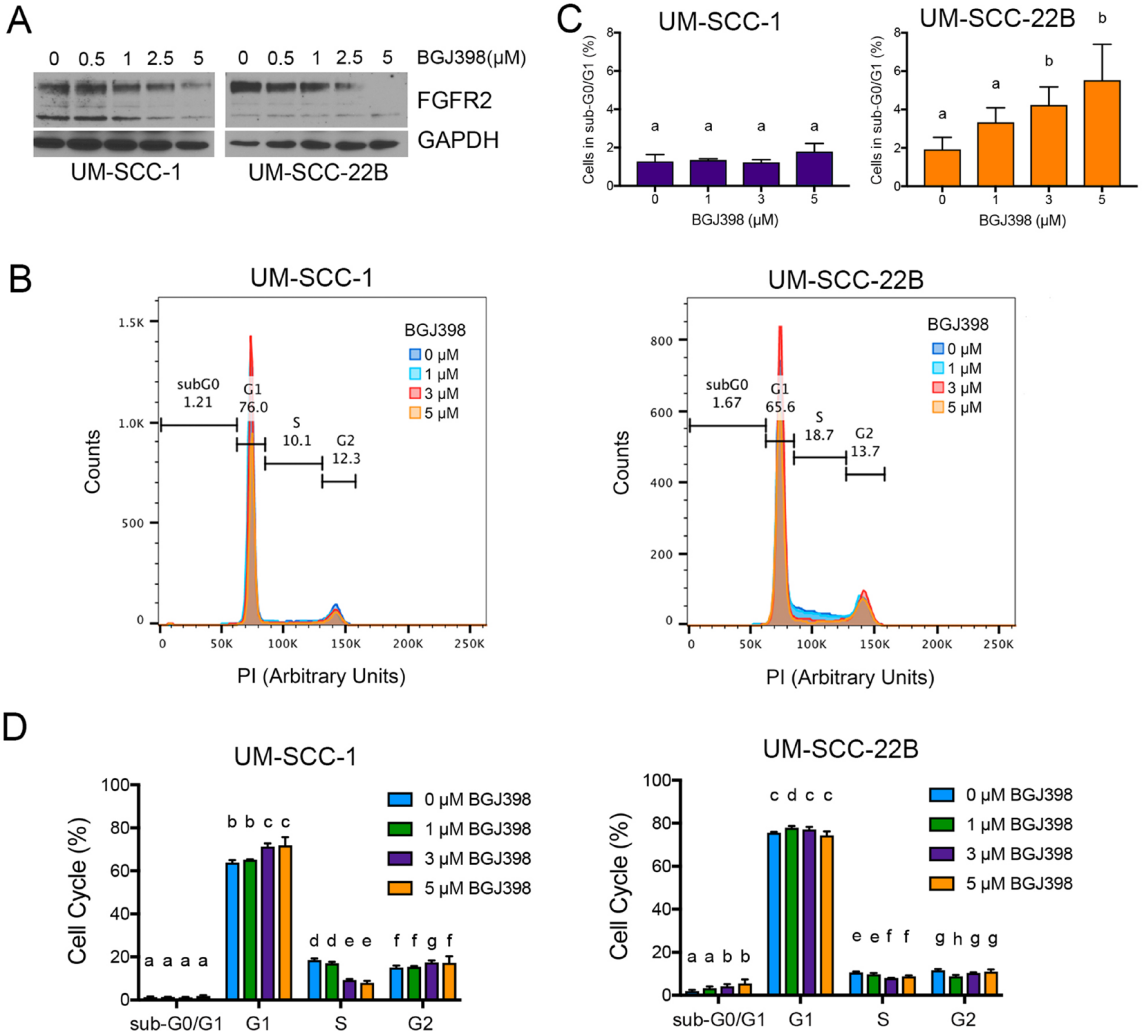
Effect of FGFR2 inhibition with BGJ398 on head and neck cancer cells (**A**) Western blot of UM-SCC-1 and UM-SCC-22B cells treated for 24 hours with increasing doses of BGJ398 (0.5–5 μM). (**B**–**D**) Cell cycle analysis with propidium iodide of UM-SCC-1 and UM-SCC-22B cells treated with increasing doses of BGJ398 (1–5 μM) for 24 hours. (B) Overlay of propidium iodide spectra for all conditions. (C) Overview of cells in sub-G_0_/G_1_. (D) Quantification of cells in each cell cycle stage. Different letters depict statistically significant differences based on multiple comparisons analysis. (*P <* 0.05).

**Figure 7:**
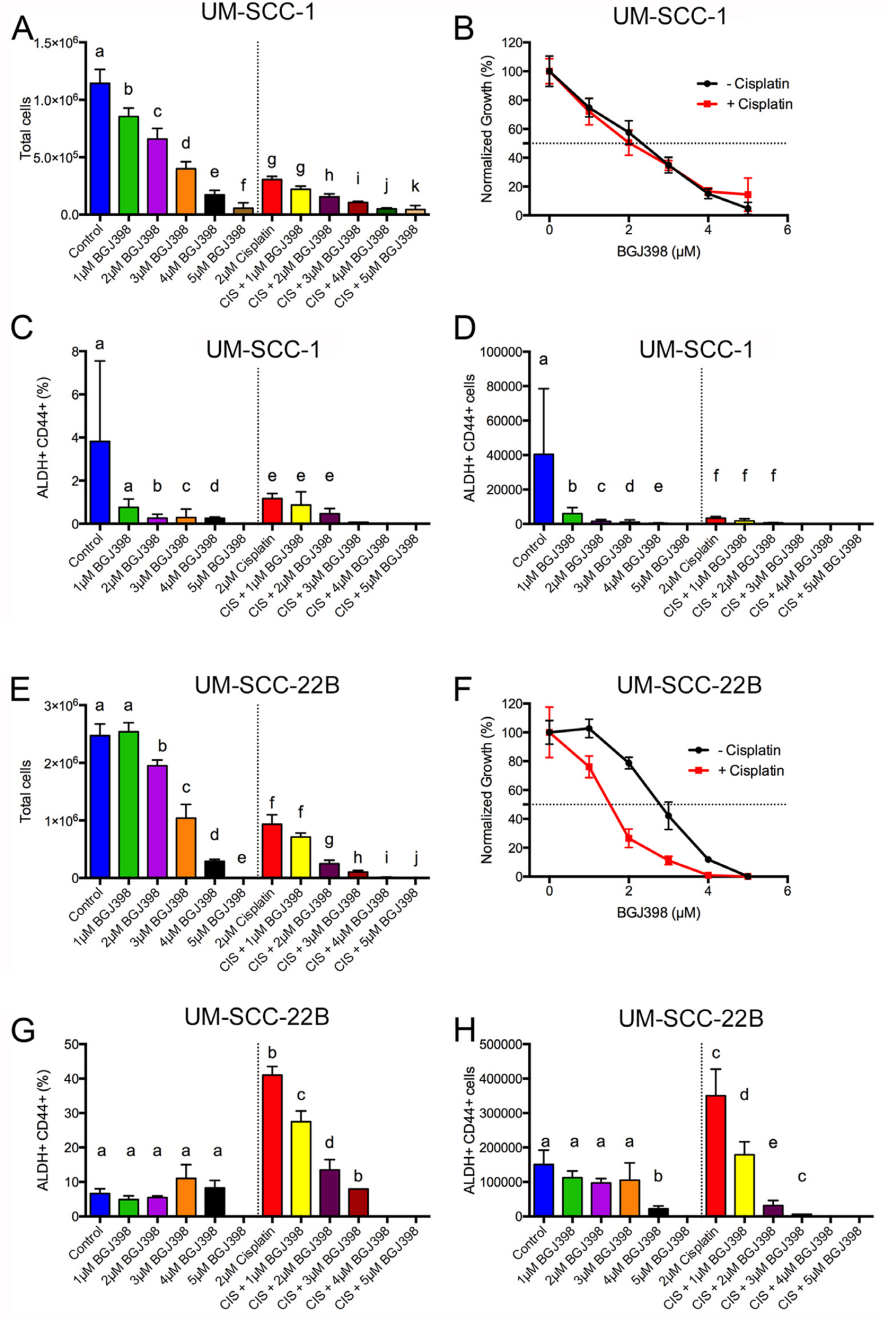
BGJ398 targeting of cisplatin-resistant ALDH^high^CD44^high^ cells 50,000 (**A**–**D**) UM-SCC-1 or (**E**–**H**) UM-SCC-22B cells were treated for 5 days with or without 2 μM cisplatin at various doses of BGJ398 (1-5 μM). Cells were harvested, counted, and stained with Aldefluor assay and CD44. (A, E) Number of total cells. (B, F) Normalized growth for total cells in the absence (black circles) or presence of 2 μM cisplatin (red squares). (C, G) Percentage of ALDH^high^CD44^high^ cells. (D, H) Number of ALDH^high^CD44^high^ cells. Average ± standard deviation. Different letters depict statistically significant differences based on pairwise comparisons to control (blue) or to cisplatin (red) (*P* < 0.05).

To investigate if BGJ398 was able to target cisplatin-resistant ALDH^high^CD44^high^ cells, we tested BGJ398 treatment at various doses (1–5 μM) with or without 2 μM cisplatin. BGJ398 doses were chosen to flank the IC_50_ concentration at doses that had minimal toxicity or overt toxicity. UM-SCC-1 and UM-SCC-22B cells were treated in 6-well plates and treatments replaced every two days for a total of ~120 hr treatment. We examined the absolute number of cells, the frequency of ALDH^high^CD44^high^, and absolute number of ALDH^high^CD44^high^ cells. In agreement with the Alamar Blue data (Supplementary Figure 8, Supplementary Table 6), UM-SCC-1 cells were killed with a BGJ398 IC_50_ around 2.35 μM both in the presence or absence of 2 μM cisplatin (Figure 7A, 7B). The addition of 2 μM cisplatin dramatically reduced the number of UM-SCC-1 cells in combination with 3, 4, or 5 μM BGJ398. The massive cell loss at these doses prevented flow cytometry examination of ALDH^high^CD44^high^ frequency. Examination of ALDH^high^CD44^high^ frequency showed a statistical reduction at 2, 3, and 4 μM BGJ398 compared to the control group (Figure 7C). Unexpectedly, there was not an enrichment of ALDH^high^CD44^high^ cells at 2 μM cisplatin in this experiment. Furthermore, there was no statistically significant reduction of ALDH^high^CD44^high^ frequency for cisplatin + 1 μM BGJ398 or cisplatin + 2 μM BGJ398 when compared to cisplatin (Figure 7C). Given the sizable reduction in overall cell numbers (Figure 7A) and reduction in ALDH^high^CD44^high^ frequency (Figure 7C), it was expected that the overall number of ALDH^high^CD44^high^ cells decreased for most groups (Figure 7D).

We performed identical experiments with UM-SCC-22B cells to determine if BGJ398 could target cisplatin-resistant ALDH^high^CD44^high^ cells. In the absence of cisplatin, BGJ398 killed UM-SCC-22B cells with an IC_50_ of 2.91 ± 0.16 μM (Figure 7E, 7F). This result was similar to the Alamar Blue data (Supplementary Figure 8, Supplementary Table 6). In the presence of 2 μM cisplatin, the BGJ398 IC_50_ decreased to 1.49 ± 0.12 μM suggesting some cell-killing synergy between cisplatin and BGJ398. Due to the lack of cells at 5 μM BGJ398, cisplatin + 4 μM BGJ398, and cisplatin + 5 μM BGJ398 (Figure 7E), we were not able to examine ALDH^high^CD44^high^ cells. Additionally, there were only enough cells in the cisplatin + 3 μM BGJ398 group to examine ALDH^high^CD44^high^ without replicates, which prevented statistical testing. In contrast to the reduction of ALDH^high^CD44^high^ UM-SCC-1 cells by BGJ398 treatment (Figure 7C), BGJ398 as a single agent did not reduce ALDH^high^CD44^high^ UM-SCC-22B cells (Figure 7G). As expected, 2 μM cisplatin dramatically increased the ALDH^high^CD44^high^ percentage and overall cell number control compared to the control group (Figure 7G, 7H). When treated with 2 μM cisplatin there was substantial reduction in the percentage and absolute number of ALDH^high^CD44^high^ cells with increasing BGJ398 concentration. While there was a 25% reduction in overall cell number from cisplatin compared to cisplatin + 1 μM BGJ398, there was a 50% reduction in absolute ALDH^high^CD44^high^ cells suggesting the combination preferentially targets ALDH^high^CD44^high^ cells.

We used the orosphere assay (*i.e.* survival/growth of head and neck tumor spheres in serum-free, ultra-low attachment conditions) to verify the impact of FGFR signaling on the phenotype of ALDH^high^CD44^high^ cells. Cells were plated at single-cell densities and were treated with increasing doses of BGJ398 for 4 days. Treatment with BGJ398 resulted in a dose-dependent decrease in the number of orospheres (Figure 8), confirming a role for FGFR signaling in *in vitro* stemness properties of head and neck cancer cells.

**Figure 8:**
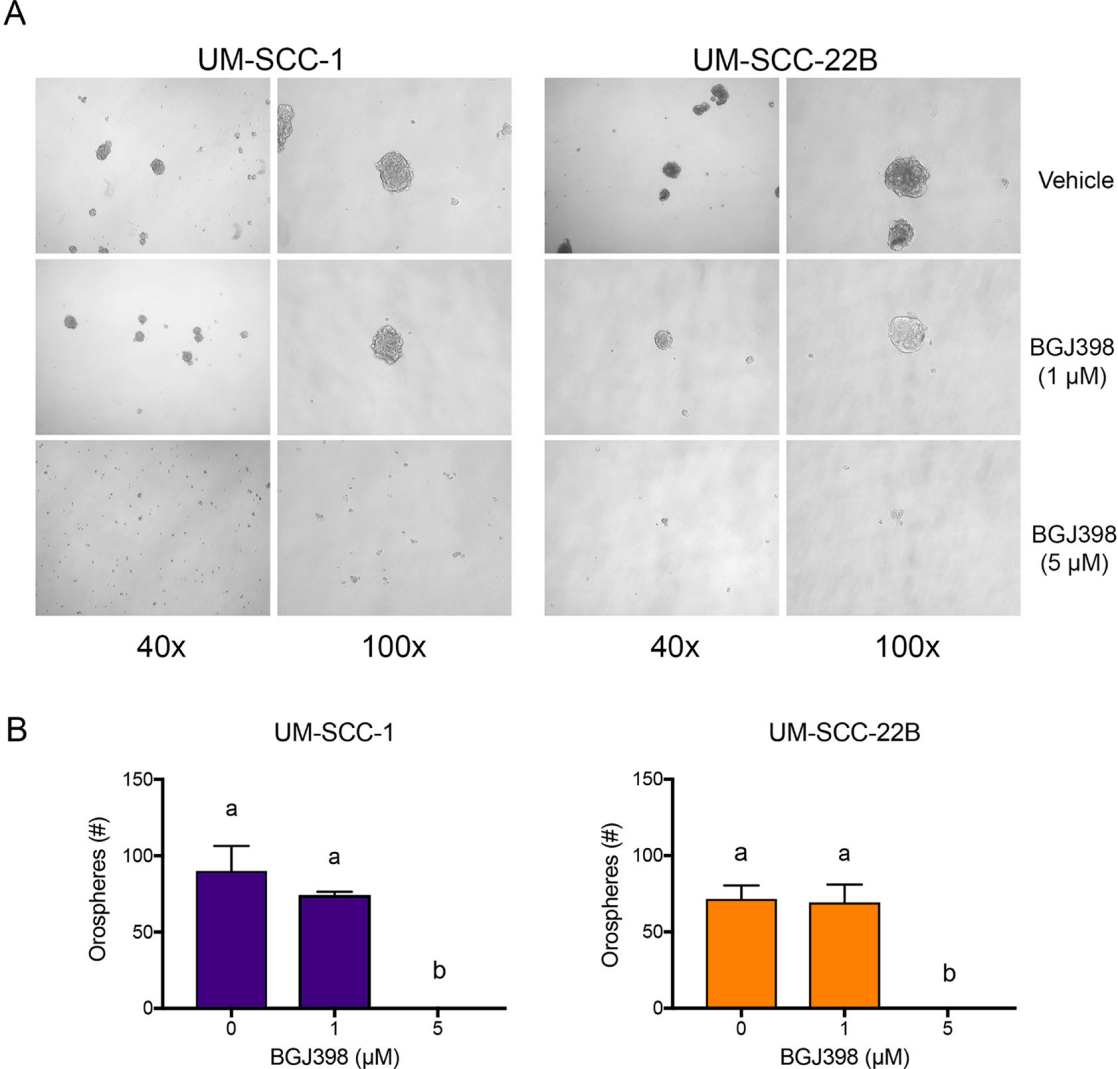
BGJ398 inhibits sphere formation of the UM-SCC-1 and UM-SCC-22B cells 12,000 UM-SCC-1 and UM-SCC-22B cells grown in ultralow attachment and serum-free conditions were treated with increasing doses of BGJ398. Spheres were counted 4 days post-treatment. (**A**) Representative micrographs of each condition taken at 40× and 100× magnification. (**B**) Quantification of formed spheres. Averages ± standard deviations. (*P* < 0.05).

To verify the results obtained with BGJ398, we silenced FGFR2 in UM-SCC-22B cells using stably transduced shRNA constructs encoded in lentiviral vectors. We first confirmed silencing of FGFR2 via western blot analysis (Figure 9A). We then examined the impact of FGFR2 in the fraction of ALDH^high^CD44^high^ cells upon treatment with cisplatin. As expected, cisplatin treatment of the shRNA-control cells (scrambled sequence) mediated an increase in the fraction of cancer stem cells (ALDH^high^CD44^high^). In contrast, cisplatin no longer increased the fraction ALDH^high^CD44^high^ cells in FGFR2-silenced cells (Figure 9B), mimicking results obtained with the FGFR inhibitor BGJ398 (Figure 7G).

**Figure 9:**
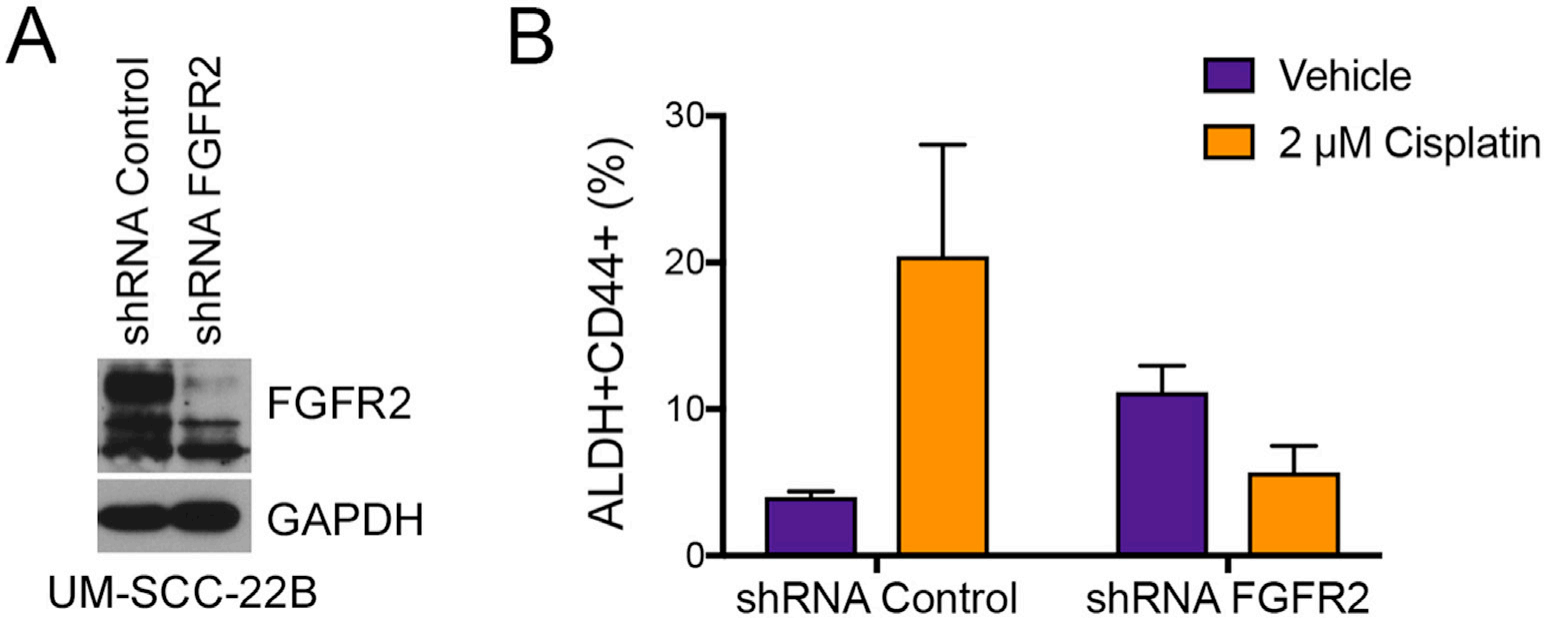
FGFR2 mediates cisplatin-induced increase in the fraction head and neck cancer stem cells Stable knockdown of FGFR2 was achieved using lentiviral shRNA constructs. (**A**) Western blot demonstrating successful shRNA-mediated knockdown of FGFR2 in UM-SCC-22B cells. (**B**) Analysis of the fraction of cancer stem cells (i.e. ALDH^high^CD44^high^) cells after 4 days of treatment with 2 μM Cisplatin. Averages ± standard deviations.

## DISCUSSION

The relative resistance of ALDH^high^CD44^high^ HNCSCs to chemotherapy represents a therapeutic challenge. These cells are predicted to mediate recurrence and metastatic spread, which ultimately leads to organ failure and eventual death from HNSCC. Current treatments for HNSCC include chemotherapy and radiation therapy for the vast majority of patients. Except for cetuximab, the EGFR monoclonal antibody, there are no molecularly targeted therapeutics for HNSCC. The addition of cetuximab to chemotherapy prolonged the median progression-free survival time from 3.3 to 5.6 months and overall survival from 7.4 to 10.1 months [10]. Therapeutic targeting of chemo-resistant HNCSCs requires a greater understanding of the molecular pathways within these cells.

We met this need with microarray analysis of cisplatin-resistant ALDH^high^CD44^high^ cells and therapeutic targeting of those cells by inhibition of the FGF pathway. Cisplatin represents standard chemotherapeutic treatment for HNSCC and we utilized published cisplatin IC_50_ concentrations (2 μM) for two HNSCC cell lines. At 2 μM cisplatin, there was a significant and consistent increase in ALDH^high^CD44^high^ cells around 5 days of treatment (Figure 1). A pilot microarray of control and cisplatin-treated ALDH^high^CD44^high^ and ALDH^low^CD44^low^ cells identified a few upregulated genes in cisplatin-resistant ALDH^high^CD44^high^ cells compared to control ALDH^high^CD44^high^ cells, including FGF2, EREG, AREG, and SPRR1B. SPRR1B was previously reported to be expressed in HNSCC ALDH^high^ cells [36]. The EGF family is known to regulate HNSCC growth, EGFR kinase inhibitors are currently in clinical development for HNSCC treatment, and cetuximab is approved for the treatment of HNSCC [6, 10, 29]. There were 235 probesets higher or lower in cisplatin-resistant ALDH^high^CD44^high^ cells, suggesting that additional microarray experiments would provide a robust set of genes for downstream pathway and investigational analysis.

Based on these initial microarray results, we performed additional microarrays of control and cisplatin ALDH^high^CD44^high^ and ALDH^low^CD44^low^ cells. To increase statistical power, we combined the microarray data from the pilot and subsequent experiments. However, there were obvious batch effects, particularly for the samples analyzed in our pilot studies (Supplementary Figure 4), which affected the discovery of differentially expressed genes. Following adjustment of batches and experiments using ComBat [22], we performed pairwise comparisons to identify differentially expressed genes. Bioinformatic analysis using two complementary approaches, GSEA [25] and iPathway [24, 25], were used to identify potential pathways regulating cisplatin-resistant ALDH^high^CD44^high^ cells. Both pathway analyses identified an enrichment of immune signaling pathways, including TNFα, IFN, IL6-JAK-STAT3, and NF-κB.

There is growing literature showing a role for “traditional” immune signaling pathways in regulating cancer and CSCs. IL6/STAT signaling is known to increase breast CSCs [35, 36] and HNCSCs [18, 21]. Tocilizumab, an IL6 receptor monoclonal antibody, is FDA-approved for rheumatoid arthritis and pre-clinical studies have shown tocilizumab targets CSCs [18, 36]. In addition, STAT inhibitors are known to target CSCs [37]. In contrast to IL6/STAT signaling, very little data exists showing a direct role of TNF signaling on CSCs. Recently, Zhang *et al.* showed that exogenous TNF increased expression of Oct4, Nanog, and BMI1, genes related to “stemness”, in renal cell carcinoma cells [37]. TNF also increased tumorsphere formation by renal cell carcinoma cells and induced an epithelial-mesenchymal transition. Both tumorsphere formation and epithelial-mesenchymal transition are associated with stemness [38–40]. The NF-κB pathway is also known to regulate CSCs, especially in breast cancer, and NF-κB inhibitors target CSCs [41–43].

In agreement with the pathway analysis of the microarray data, we detected significant secretion of IL1α, IL6, and IL8 in both UM-SCC-1 and UM-SCC-22B cells treated with cisplatin (Figure 5). IL1β secretion was induced by cisplatin in only UM-SCC-22B cells. Interestingly, CCL5 secretion was decreased by cisplatin in UM-SCC-1 but increased in UM-SCC-22B cells. CCL5 was found, in combination with FGF2, phospholipase C (PLCg2), frizzled receptor-4 (FZD4), and chemokine [C-X3-C motif] (CX3CL1), to be overexpressed in bevacizumab-resistant HNSCC [44]. Antiangiogenic agents, such as bevacizumab, increase breast CSCs via tumor hypoxia [45], which might also be via up regulation of CCL5. It has been reported that HNSCC has been shown to express a number of chemokines, and their receptors, which may promote chemotherapy resistance [46]. At the mRNA level, most HNSCC lines express CCL5, CCL20, CXCL1, CXCl2, CXCL3, CXCL10, and CXCL11 [47]. Here, we found CCL20 was expressed 2-fold higher in cisplatin-resistant ALDH^high^CD44^high^ cells compared to control ALDH^high^CD44^high^ cells suggesting future studies of CCL20 may provide insight into chemotherapy resistance.

The microarray data suggest a substantial induction of immune signaling pathways by cisplatin-resistant cells. It is possible that increased cytokine and chemokine secretion by cisplatin-resistant ALDH^high^CD44^high^ and ALDH^low^CD44^low^ cells would attract immune cells within the context of a tumor. These immune cells would secrete additional cytokines and chemokines that could provide survival signals to ALDH^high^CD44^high^ cells. This bystander effect was demonstrated in breast CSCs resistant to chemotherapy by the secretion of IL8 by dying cancer cells that signaled survival signals via the IL8 receptor, CXCR1, on the CSCs [48]. While our experiments examined cisplatin-resistant ALDH^high^CD44^high^ cells *in vitro*, it would be interesting to perform similar microarray experiments with HNSCC tumor xenografts in mice. Based on the substantial utilization of immune signaling pathways by HNCSC and the secretion of numerous cytokines, it is likely that cisplatin-resistant HNCSC *in vivo* would be more reliant on these immune signaling pathways.

A major goal of this work was to identify mechanisms/pathways utilized by cisplatin-resistant ALDH^high^CD44^high^ cells and therapeutically target those resistance pathways. It was beyond the scope of this work to investigate each immune signaling pathway. Future studies could focus on the role of TNF and/or IFN signaling in cisplatin-resistant ALDH^high^CD44^high^ cells. There are FDA-approved therapies to block TNF, including Remicade (infliximab), Enbrel (etanercept), Humira (adalimumab), Cimzia (certolizumab pegol) and Simponi (golimumab). However, there are substantial risks with TNF inhibitors, including increased risk of development of solid cancers in patients with rheumatoid arthritis [49].

To focus efforts on rational therapeutic targeting of cisplatin-resistant ALDH^high^CD44^high^ cells, we investigated FGF2 and EREG. The EGF family is well known to regulate HNSCC. HNSCC can express EGFR and expression is associated with worse outcome [7]. Various members of the EGF ligand family are secreted by HNSCC cells [27]. EREG is known to promote the proliferation of dental stem cells via the MAPK and JNK signaling pathways [28]. However, we failed to detect significant secretion of EREG protein following cisplatin treatment. Due to limited ELISA reagents, the EREG experiment was performed once with triplicate wells. This negative result may be due to EREG secretion being below detection levels in the ELISA. Based on the microarray mRNA data, it appears that EREG is more preferentially expressed by the ALDH^high^CD44^high^ cells compared to the ALDH^low^CD44^low^, which constitute the majority of the cells in both UM-SCC-1 and UM-SCC-22B cell lines. 

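EREG was higher in ALDH highCD44 high than in ALDH lowCD44 low cells of the same treatment. In control cells it had a log2 fold change of 1.21 (standard error 0.20, adjusted p = 0.0114), and in cisplatin cells 1.01 (standard error 0.20, adjusted p = 0.0223), higher in 4 of 4 experiments in each. FGF2 ran the other way, with -0.94 (standard error 0.14, adjusted p = 0.00492) in control and -0.84 (standard error 0.14, adjusted p = 0.00647) in cisplatin cells. Without experiments 2 and 3, FGF2 had an adjusted p of 0.0566 and 0.0501 in control and 0.0837 and 0.0539 in cisplatin cells, and EREG had 0.085 and 0.111 in control cells. Between the cisplatin fractions EREG had 0.0798, 0.0774 and 0.162 without experiments 1, 2 and 3. With a block for the experiment, EREG had an adjusted p of 0.0592 between the cisplatin fractions. There its adjusted p was 0.0506, 0.0727 and 0.0723 without the ALDH lowCD44 low array of experiment 1, 3 or the pilot, and 0.0555 without the ALDH highCD44 high array of experiment 3. UM-SCC-1 was not analysed here.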

Further experiments whereby ALDH^high^CD44^high^ and ALDH^low^CD44^low^ cells are FACS sorted and treated separately in small micro-well plates may uncover a role of EREG secretion in cisplatin ALDH^high^CD44^high^ cells.

Based on the substantial secretion of FGF2 following cisplatin treatment of UM-SCC-1 and UM-SCC-22B, we investigated whether inhibition of FGF signaling would target cisplatin-resistant ALDH^high^CD44^high^ cells. The role of FGF signaling in HNSCC is poorly studied, but Nguyen *et al.* showed FGFR1 was highly expressed in 54% of HNSCC cases and was significantly correlated with malignant behavior [50]. Treatment of HNSCC lines with the FGFR inhibitor PD173074 reduced cell proliferation at low nanomolar concentrations [50]. However, PD173074 is not currently being tested in active clinical trials, which limits potential future studies.

Amongst the commercially available potent and selective FGFR inhibitors that are in clinical trials, we selected BGJ398 to investigate if FGFR inhibition targeted cisplatin-resistant ALDH^high^CD44^high^ cells. BGJ398, targets FGFR1, FGFR2, FGFR3, and FGFR4 and at nanomolar concentrations inhibits cell proliferation of BaF3 cells over expressing those receptors [32]. This inhibitor is currently in Phase II clinical trials for solid cancers, especially in patients with FGFR genetic alterations [33]. Guagnano *et al.* tested 18 HNSCC cell lines and found that more than 8 μM BGJ398 was needed to kill these cells when tested in 1536-well plates [33]. This is in contrast to nanomolar inhibition of HNSCC cell proliferation by PD173074 [50].

Here, we determined the BGJ398 IC_50_ concentration for UM-SCC-1 and UM-SCC-22B to be between 2–3.5 μM depending on 3 or 5-day treatment. This is above the plasma C_max_ levels achieved in pre-clinical animal mouse models (0.86 μM–5 mg/kg IV; 0.42 μM–20 mg/kg oral gavage) or rat models (0.97 μM–5 mg/kg IV; 0.26 μM–10 mg/kg oral gavage) [34]. Based on this information, we tested a range of BGJ398 doses from 1 to 5 μM for the ability to target cisplatin-resistant ALDH^high^CD44^high^ cells. Surprisingly, BGJ398 was able to reduce UM-SCC-1 ALDH^high^CD44^high^ cells as a single agent at 2–4 μM, which might be due to the low basal FGF2 secretion by UM-SCC-1 cells. In UM-SCC-22B cells, BGJ398 dramatically reduced cisplatin-resistant ALDH^high^CD44^high^ cells at 1–2 μM, but had no effect as a single agent. This reduction at doses near the pre-clinical C_max_ suggests that BGJ398 might be able to target cisplatin-resistant ALDH^high^CD44^high^ cells in animal models. Furthermore, UM-SCC-22B was developed from a neck metastasis derived from a patient who had a primary tumor in the hypopharynx [51]. Since HNCSCs are predicted to mediate metastasis, the combination of cisplatin and BGJ398 might reduce the primary tumor burden and metastatic spread of UM-SCC-22B cells in animal models.

In conclusion, microarray analysis of HNCSCs from control and cisplatin-treated cells showed an enrichment of major signaling pathways, such as IFN, TNF, IL6/STAT, and NF-κB, in cisplatin-resistant ALDH^high^CD44^high^ cells. We demonstrated an increase in cytokine secretion by ELISA following cisplatin treatment. Microarray analysis showed FGF2 and EREG mRNA increased in cisplatin ALDH^high^CD44^high^ cells. We found a substantial increase in FGF2 secretion following cisplatin treatment, but no statistical increase in EREG secretion. Finally, treatment of HNSCC cells with the FGFR inhibitor BGJ398 and cisplatin was able to reduce ALDH^high^CD44^high^ cells in the UM-SCC-22B cell line at low micromolar levels. As a single agent, BGJ398 reduced ALDH^high^CD44^high^ cells in the UM-SCC-1 cell line. The *in vitro* work presented here was informed by *in vivo* experiments that demonstrated that cisplatin treatment increases the fraction of head and neck cancer stem cells [21]. In search for a mechanistic explanation for these findings, we unveiled a significant role for FGFR signaling in the development of cisplatin resistance. Collectively, these data suggest that patients with head and neck cancer might benefit from targeting of cisplatin-resistant ALDH^high^CD44^high^ cells by therapeutic inhibition of FGFR.

## MATERIALS AND METHODS

### Reagents

6-well (3516), 96-well tissue culture (3596), 96-well round bottom (3799), T75 (430641) flasks, and 35 um filter cap FACS tubes (352235) were from Corning. DMEM (11960), Penicillin-Streptomycin (15070, 5000 U/mL), Glutamax (100X, 35050-061), Sodium Pyruvate (11360, 100 mM), and 0.25% trypsin/1 mM EDTA (25200) were from Invitrogen. Fetal Bovine Serum (SH30396.03) was from Hyclone. AO/PI (F23001) and Luna (L12002) slides were from Logos Biosystems. CD44-APC (clone G44-26; #559942) was from BD Biosciences. DMSO (D2650), resazurin (R7017), and DAPI (D8417) were from Sigma. EREG ELISA (SEB945HU) was from Cedarlane. RNeasy Mini Kit (74106) was from Qiagen. RNA 6000 Pico and Nano Kits were from Agilent. Ovation Pico WTA System Kit was from NuGEN. Human Gene ST 2.1 microarrays were from Affymetrix. Clinical-grade cisplatin (Teva Pharmaceuticals; 1mg/mL) was obtained from University of Michigan Hospital Pharmacy. BGJ398 (S2183) was from Selleckchem and dissolved in DMSO to 1.78 mM. DEAB (01705) and Aldefluor Assay Buffer (01702) were from StemCell Technologies. Aldefluor reagent, BAAA-DA, was synthesized by the University of Michigan Vahlteich Medicinal Chemistry Core.

### Cell culture

UM-SCC-1 and UM-SCC-22B cells [51] (gift from Thomas Carey) were cultured in DMEM/10% FBS/1% PenStrep/3X Glutamax/1 mM Sodium Pyruvate and plated at 2,500 cells/cm^2^ in T75 flasks. Cells were passaged every 3–4 days and counted using the Luna FL cell counter with AO/PI dye.

### Alamar blue (resazurin) assay

Resazurin powder was dissolved in PBS at 8 mM and filtered. It was further diluted to 440 μM with PBS and filtered [52].

### IC_50_

1,000 UM-SCC-1 or 2,000 UM-SCC-22B cells [51] were seeded per well in 95 μL of media in 96-well tissue culture plates. Drugs were diluted with media and 5 μL transferred to 95 μL of cells/media. Cell growth, based on mitochondrial redox potential, was measured at various time points using the Alamar Blue (resazurin) assay. 10 μL (~10% vol/vol) of 440 μM resazurin was added to each well and incubated for 1–4 hrs at 37° C. Fluorescence, as a measure of cell growth, was measured with a BioTek Synergy plate reader by exciting at 530 nm and reading emission at 590 nm. Fluorescence was normalized to 0% with wells without media and to 100% with wells containing untreated cells. Data was normalized and curve fitted using Prism 6. Curves were fitted using non-linear regression based on the formula:

Y=Bottom+Top−Bottom1+(XEC50)−Hill coefficient

### ELISA

50,000 cells were seeded in 2 mL media in triplicate wells in 6-well plates (~5,000 cells/cm^2^). The following day (Day 1), media was replaced with fresh media containing 2 μM cisplatin. Media was replaced on days 3 and 5. On day 6, 1000 μL media was centrifuged at 2000 g for 5 min at 4° C to pellet cells. 200 μL of media was transferred to round-bottom 96-well plates. ELISAs were performed according to manufacturer instructions at the University of Michigan Cancer Center ELISA Core.

### Flow cytometry

50,000 UM-SCC-22B cells were plated in 12 wells in 2 mL media in two 6-well plates. The following day, media was replaced with fresh media with or without 2 μM cisplatin. Media was replaced on days 3 and 5. On day 6, cells were harvested with 0.25% trypsin, counted, filtered through 35 μm membranes into 5 mL FACS tubes, and centrifuged at 337 g for 5 min at 4C. Cell pellets were suspended in 985 μL Aldefluor Assay Buffer. 10 μL of 0.1 mg/mL DAPI was added. 5 μL of DEAB, as an inhibitor of the Aldefluor reaction, was added to a separate 5 mL FACS tube. 5 μL of activated Aldefluor reagent was added to 995 μL of cells/DAPI. 500 μL of this solution was immediately transferred to the tube containing DEAB. Cells were incubated for 30 min at 37° C. Tubes were centrifuged at 337 g for 5 min at 4° C and placed on ice. Cell pellets were suspended in 300 μL Aldefluor Assay Buffer. 0.5 μL CD44-APC was added to tubes, except the DEAB control tube. Samples were incubated for exactly 15 min on ice and then centrifuged. Cell pellets were suspended on ice in Aldefluor assay buffer for a final concentration of 1–3 × 10^6^ cells/mL. Flow cytometry sorting was performed on a Beckman Coulter MoFlo XDP with 355 nm, 488 nm, and 633 nm lasers with appropriate filters. Gating for CD44^high^ and ALDH^high^ events were determined using the DEAB sample as a fluorescence minus one control. Gates for CD44^high^ and ALDH^high^ cells were set at 0.1%. ALDH^high^CD44^high^ and ALDH^low^CD44^low^ cells from control and cisplatin groups were collected into separate 5 mL FACS tubes containing 1 mL of PBS/3% FBS. For flow cytometry analysis, samples were run on a Beckman Coulter CyAn ADP with 405 nm, 488 nm, and 633 nm lasers with appropriate filters. Data for at least 10,000 live cells were collected per each sample.

### RNA extraction, microarray, bioinformatic analysis

See Supplementary Materials and Methods for in depth description. The dataset (CEL files and ComBat intensity values) has been deposited in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) of the National Center for Biotechnology Information with accession number GSE72384.

### Western blots

Whole cell lysates were prepared using NP-40 lysis buffer (1% Nonidet P-40, 50 mM Tris-HCL, pH 7.4, 10% glycerol, 2 mM MgCl, and 200 mM NaCl) containing protease inhibitors. UM-SCC-1 and UM-SCC-22B cells were treated with BJG389 at 0.5, 1, 2.5, or 5 μM concentrations for 24 hours. Proteins were resolved using 9% SDS-PAGE. Membranes were probed using antibodies at 1:500 dilution against human FGFR2 (Santa Cruz Biotechnology; Santa Cruz, CA, USA) and at 1:1,000,000 dilution against human GAPDH (Chemicon International, Millipore; Temecula, CA). Primary antibodies were incubated overnight at 4° C, while secondary antibodies were incubated for 2 hours at room temperature.

### Orospheres

Orospheres were cultured in DMEM/F-12 (Invitrogen) supplemented with 10 ng/ml EGF (Sigma-Millipore), 10ng/ml bFGF (Millipore), 1% penicillin/streptomycin (Invitrogen), 1% glutamax (Invitrogen), 1% N-2 supplement (Invitrogen), as we described [53]. Unsorted UM-SCC-1 or UM-SCC-22B cells were counted using a hemocytometer, diluted to 12,000 single cells per 1.5 ml of orosphere media, and added to 6-well ultra-low attachment plates (Corning; Corning, NY, USA). Cells were treated with vehicle or BJG389 (Selleckchem, USA) for 24 hours by adding 500 μL of orosphere media gently on top of the wells for a final volume of 2 mL. Colonies of 25 cells or more were considered orospheres and were counted after 4 days.

### Cell cycle analysis

For cell cycle analysis, 4 × 10^5^ UM-SCC-1 or UM-SCC-22B cells were plated in 6-well plates. The next day, cells were treated with either vehicle or BJG398 (Selleckchem, USA) for 24 hours. Both supernatant and adherent cells were harvested. Cells were then exposed to 0.1% sodium citrate, 0.1% Triton X-100, 50 μg/mL propidium iodide (Sigma-Aldrich), and 100 μg/mL RNaseA. Flow cytometry was conducted in the University of Michigan Flow Cytometry Core (LSRFortessa; BD Biosciences). The percentage of cells in each cell-cycle phase was analyzed using FlowJo software (FlowJo, LLC; Ashland, Oregon, USA). Data was averaged from triplicates.

### FGFR2 silencing

Second-generation shRNA lentiviral vectors and packaging plasmids were obtained from the University of Michigan Vector Core. HEK293T cells were used for lentiviral particle production. Cells were transiently co-transfected by the calcium phosphate method with lentiviral packaging vectors psPAX2, pMD2G and shRNA-FGFR2 or shRNA-scramble sequence control (shRNA-C). UM-SCC-1 and UM-SCC-22B cells were infected with the virus-containing supernatants in presence of 4 μg/mL polybrene and selected with 1μg/ml puromycin (Sigma-Aldrich, St. Louis, Missouri, USA) for 2 weeks.

### Statistical analysis

All experiments were performed in at least triplicate per group and repeated at least twice. Except for the bioinformatics analysis, statistical significance was determined in Prism 6 using one-way ANOVA with Sidak's or Tukey's adjustment for multiple comparisons. Adjusted *p*-values < 0.05 were considered significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: FGFR signaling regulates resistance of head and neck cancer stem cells to cisplatin
**Source:** Oncotarget. 2018 May 18;9(38):25148–65. doi: 10.18632/oncotarget.25358
**Supplement:** Supplementary file 2

**Supplementary Table 4: Genes higher in cisplatin ALDH^high^CD44^high^ cells vs. control ALDH^high^CD44^high^ cells**

RMA normalized microarray data was fitted to a linear model and initial statistics were determined using an empirical Bayesian model. Multiple testing comparisons were adjusted using Benjamini and Hochberg (aka FDR). Probes with an adjusted p-value <0.05 were considered statistically significant. The Affymetrix ProbeID, EntrezID, HUGO gene symbol, gene name, log2 fold change, and adjusted p-value are shown for the 115 genes higher in cisplatin ALDH^high^CD44^high^ vs. control ALDH^high^CD44^high^.

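The table's values were matched to the deposited arrays by probe set. All 115 probe sets were found, and 115 of them were also higher in cisplatin ALDH highCD44 high cells at an adjusted p under 0.05 from limma, 67 with the experiment as a block. The log2 fold changes differed from those in the table by at most 0.0581. The platform annotation used here gives 99 of the 115 a single gene symbol.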

# Supplementary material for: FGFR signaling regulates resistance of head and neck cancer stem cells to cisplatin
**Source:** Oncotarget. 2018 May 18;9(38):25148–65. doi: 10.18632/oncotarget.25358
**Supplement:** Supplementary file 3

**Supplementary Table 5: Genes lower in cisplatin ALDH^high^CD44^high^ cells vs. control ALDH^high^CD44^high^ cells**

RMA normalized microarray data was fitted to a linear model and initial statistics were determined using an empirical Bayesian model. Multiple testing comparisons were adjusted using Benjamini and Hochberg (aka FDR). Probes with an adjusted p-value <0.05 were considered statistically significant. The Affymetrix ProbeID, EntrezID, HUGO gene symbol, gene name, log2 fold change, and adjusted p-value are shown for the 116 genes lower in cisplatin ALDH^high^CD44^high^ vs. control ALDH^high^CD44^high^.

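All 116 probe sets of this table were found among the deposited arrays, and 114 were lower in cisplatin ALDH highCD44 high cells at an adjusted p under 0.05 from limma, 47 with the experiment as a block. The log2 fold changes differed from the table's by at most 0.0836, and 103 of the 116 had a single gene symbol in the annotation used here. Of the 325 genes called here in the same comparison, 200 stand in this table or that of the higher genes.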

How the deposited data were processed for this re-analysis (not part of the article)

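RNA of sorted UM-SCC-22B cells, an established cell line, was measured on 16 Affymetrix Human Gene ST 2.1 arrays. The ALDH highCD44 high and ALDH lowCD44 low fractions of control cells and of cells given 2 μM cisplatin for 5 days were sorted in 4 experiments, so each of the 4 groups had 4 arrays. Samples were grouped by the labels of treatment, fraction and experiment, which the array numbers in the legend of Figure 3 also give. The labels number the pilot as experiment 4, and the pilot's arrays were run as a strip while the others were on a plate. Cells sorted in different experiments were taken as replicates of a group.

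The authors amplified the RNA, hybridized the arrays and deposited log2 expression values for 53617 probe sets after RMA (background correction, quantile normalization and summary per probe set). The submitters' processing notes name oligo, limma and RMA without versions. One deposited table was also adjusted by the authors for the 4 experiments with ComBat and is the main table here. The other holds log2 values that show no batch adjustment. ComBat was computed again from the second table, which gave the first to within 1.05e-08 when no terms for the groups were used. Arrays have no sequencing depth. Between 23.8% and 25.9% of probe sets per array had a log2 value of 4 or more, and no detection p-values were used. 0 further columns of per-sample values were left unused.

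Genes were named from the platform annotation, and only 23866 probe sets with a single symbol were named or counted. The 1852 probe sets with several symbols and the 27899 with none were tested but not named. AREG was therefore not analysed here. No genome coordinates were used.

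Groups were compared with limma 3.58.1 in R 4.3.3, with a mean per group over all 16 arrays, moderated by eBayes, and Benjamini-Hochberg adjustment over all probe sets at an adjusted p under 0.05. Every adjusted p of a gene in the text is from this test unless a block is named. The difference between the cisplatin responses of the 2 fractions was tested as an interaction. The residual degrees of freedom were 12, with a prior of 3.09. Gene lists were tested with limma's camera at a preset correlation of 0.01 and adjusted over 29 lists. Each gene was taken at its brightest probe set. Estimated correlations, fry and a preranked test by signal-to-noise in fgsea 1.28.0 were alternatives. The lists were written by hand, with older symbols replaced by current ones where that was unambiguous, and the Hallmark and KEGG collections were not used here. Of the interferon list, 30 of 58 genes stand in Supplementary Tables 4 and 5, whose values had been seen.

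The arrays of an experiment came from cells sorted together, so the experiment pairs them. Before batch adjustment, deviations from the group means correlated between arrays of the same experiment at 0.0382 to 0.149 in experiment 1, 0.054 to 0.121 in experiment 2, 0.0358 to 0.181 in experiment 3 and 0.299 to 0.404 in the pilot. After ComBat these correlations lay between -0.27 and -0.13. The fit without a block was set as the main one because ComBat had adjusted for the experiments before deposit. It does not count the degrees of freedom that ComBat used, and in the simulations below it was too lenient. With a block for the experiment, the residual degrees of freedom were 9.

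The comparisons, gene lists, main tests and alternatives were set before the data were examined, except where the text says otherwise. The genes named are those the paper names, the 10 with the largest increase and the 10 with the largest decrease per comparison among called genes that moved the same way in all 4 experiments, up to 4 members of each list with the smallest adjusted p, and up to 10 genes of the interaction. The values of genes in Supplementary Tables 4 and 5 had been seen. The alternatives were the table without batch adjustment, the experiment as a block, only the 8 arrays compared, an intensity trend with a robust prior, array weights, quantile and median scaling, a filter that keeps a mean log2 value of 4 or more, adjustment over named probe sets, and leaving out each experiment and each array. ComBat with terms for the groups was added after seeing the data.

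The scripts were tested on simulated data for the comparison of cisplatin and control ALDH highCD44 high arrays, with 200 of 53617 probe sets changed. Changes of 0.5, 1 and 2 on the log2 scale were found in 2%, 68.5% and 95.5% of them without a block and in 0%, 38.5% and 93% with it. With 4 arrays per group, changes of 0.5 were thus mostly missed. With 200 probe sets changed by 1, 51 of 188 calls were false without a block and 3 of 80 with it. With 2681 probe sets changed by 1, 14.8% of the calls were false without a block and 6.35% with it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.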

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

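The tests on the share of lower calls and on the interferon-stimulated genes were chosen only after the result was seen. Those on the block were set before. For the interferon-stimulated genes, 2 earlier tests, on the rise in ALDH lowCD44 low cells and on a count of signs, were dropped because they could not decide. The paired t test that replaced them was read separately for its 2 comparisons only after its values were seen, and read as a single test it left chance open for both.

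In 5 of 100 groups of 4 arrays, a single array stood apart from the other 3, where chance gives about 5. CXCL11 was 3.13 in cisplatin ALDH lowCD44 low cells of experiment 1, against 3.74 to 3.84 in the other arrays of its group. IFIH1 was 7.68 in the pilot's cisplatin ALDH highCD44 high array (7.83 to 7.85 in the others), and MAP2K6 was 4.64 in that array (4.47 to 4.50). IL1A was 8.74 in control ALDH lowCD44 low cells of experiment 2 (9.08 to 9.10), and FGFR4 was 1.79 in the pilot's control ALDH lowCD44 low array (1.55 to 1.59).

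The cisplatin responses of the fractions differed for 5 of 29 lists when the difference itself was tested with camera at the preset correlation, and for 0 of these 5 with an estimated one. Interferon-stimulated genes rose more in ALDH highCD44 high cells, by a mean of 0.26 on the log2 scale (camera adjusted p = 1.05e-10, but adjusted p = 0.565 with an estimated correlation). Genes of DNA replication rose more in ALDH lowCD44 low cells (mean -0.27, adjusted p = 1.49e-06, but 0.765 with an estimated correlation), as did cytokines (mean -0.17, adjusted p = 0.0405, but 0.565). The responses also differed for p53 targets (mean -0.18, adjusted p = 0.0405, but 0.765), a list that passed in neither ALDH highCD44 high nor ALDH lowCD44 low cells (0.816 and 0.0542), and for mitochondrially encoded genes (mean 0.18, adjusted p = 0.0351, but 0.765), which passed in ALDH highCD44 high but not in ALDH lowCD44 low cells (0.000612 and 0.656). No single member of these lists passed the limma test for the difference.

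Probe sets without a single gene symbol, which the paper left aside, were called too. There were 261 between cisplatin and control ALDH highCD44 high cells, 188 between the control fractions, 347 between the cisplatin fractions and 250 between cisplatin and control ALDH lowCD44 low cells.

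Counts of called genes without a block were 2.98 to 3.71 times those with the experiment as a block in the 4 comparisons within a fraction or a treatment, and 2.16 times between cisplatin ALDH highCD44 high and control ALDH lowCD44 low cells. In simulated arrays with no change, ComBat and the fit without a block made 2.2 calls on average over all probe sets. The real arrays gave 586 over all probe sets, 325 of them with a single gene symbol. Probe sets were drawn independently in the simulation, so for such probe sets ComBat alone did not account for 586 calls. Genes of real arrays correlate, and the simulation does not cover that case. The highest count of another split of the real ALDH highCD44 high arrays was 39 genes with a single symbol. Other splits mix the groups, which widens the spread and lowers their counts, so that count cannot decide it. In the same simulations 8.17% of the unadjusted p lay under 0.05 with no change (5.26% with the block), and with 2681 changed probe sets 14.8% of the calls were false (6.35% with the block), so there the fit without a block was too lenient. Whether degrees of freedom that ComBat used, and that this fit leaves uncounted, make up the whole ratio cannot be told apart from other causes. The simulated ratio was 1.25 with 2681 changed probe sets but 2.35 with 200, on either side of the 1.5 set for this test. Simulated ratios count all probe sets, and the real ones only those with a single symbol. No biological explanation was tested for this pattern.

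Of the genes called between fractions, 78.3% in control and 83.8% in cisplatin cells were lower in ALDH highCD44 high. For a compressed signal range of the ALDH highCD44 high arrays, a share under 60% after quantile scaling was set as the bound, and it was 69.5% and 80.8%. In control cells 210 genes were then lower and 92 higher, against 285 and 79 before. Most calls were thus still lower once all arrays had the same distribution of values. The bound was set after seeing the result and compression need not reach it, so compression as a part of the excess is not excluded. The ALDH highCD44 high array had the smaller interquartile range in 8 of 8 pairs of the same experiment and treatment. Unequal RNA amounts from the fractions cannot be told apart from a difference between the cells, since the paper reports limited RNA in the ALDH highCD44 high fraction and the fraction and its amount go together. A difference between the sorted cells stays open as the biological explanation.

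Interferon-stimulated genes were lowest in control ALDH highCD44 high cells, at a mean of 5.48 ± 0.08 (SD, n = 4), against 6.01 ± 0.14 in control ALDH lowCD44 low, 6.31 ± 0.10 in cisplatin ALDH highCD44 high and 6.57 ± 0.09 in cisplatin ALDH lowCD44 low cells. In paired t tests over the 4 experiments, adjusted over 29 lists, the list was lower in control ALDH highCD44 high than in control ALDH lowCD44 low cells beyond its spread (-0.52, standard error 0.03, adjusted p = 0.017, and 0.0152 without batch adjustment), which, after 2 tests that were dropped, argues only weakly against chance there. After cisplatin in ALDH highCD44 high cells it was 0.82 higher (standard error 0.09), at an unadjusted p of 0.00254, but the adjusted p was 0.0545, and 0.0799 without batch adjustment. For that rise, control ALDH highCD44 high arrays that lay low by chance cannot be told apart from a response of the cells by this test on 4 experiments, while camera with an estimated correlation, on the fit without a block, passed (adjusted p = 0.00263). In ALDH lowCD44 low cells, a comparison without these arrays, the list was 0.56 higher after cisplatin (0.32 to 0.69 over the 4 experiments). Camera with an estimated correlation passed there (adjusted p = 0.0221). That rise lies in the other fraction, so it does not settle the one in ALDH highCD44 high cells. A response of the cells to cisplatin stays open as the biological explanation.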

How the results depend on the processing

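ComBat with terms for the groups and every alternative for the count of genes between cisplatin ALDH highCD44 high and control ALDH lowCD44 low cells were chosen after seeing the data. The other alternatives were planned. In what follows, counts of genes are given in the order cisplatin ALDH highCD44 high against control ALDH highCD44 high, control ALDH highCD44 high against control ALDH lowCD44 low, cisplatin ALDH highCD44 high against cisplatin ALDH lowCD44 low, and cisplatin ALDH lowCD44 low against control ALDH lowCD44 low, where the main counts were 325, 364, 476 and 595. The experiment as a block gave 99, 98, 160 and 193 genes, of which 98, 97, 159 and 193 were also called without it. On the table without batch adjustment there were 45, 34, 60 and 108 with this block and 19, 13, 19 and 47 without it. With only the 8 arrays compared there were 39, 56, 221 and 459, and with array weights 214, 345, 565 and 947. The filter on dim probe sets gave 617, 697, 788 and 1020, by testing fewer probe sets, and ComBat with group terms 1055, 972, 1234 and 1176. Leaving out experiments or arrays gave 44 to 364, 39 to 416, 66 to 387 and 84 to 386, on fewer arrays. The trend with a robust prior, both scalings and the adjustment over named probe sets stayed within 1.5 times of these 4 counts. For the interaction, limma called 0 genes (1841 at an unadjusted p under 0.05), 1 after quantile scaling, 11 with group terms in ComBat, and 0 to 1 with arrays left out. The fit to the compared arrays alone was not run for it. For cisplatin ALDH highCD44 high against control ALDH lowCD44 low, 1503 genes became 697 with the experiment as a block, 138 without batch adjustment, 427 with the block there, 897 with only the arrays compared, 2942 with group terms in ComBat and 348 to 1155 with arrays or experiments left out. The other settings gave 1401 to 2153. Where the construction of an alternative does not show it, the cause was not tested.

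The list of interferon-stimulated genes passed under 14 alternatives with camera, fry or a preranked test, at adjusted p up to 0.00263, but not in a paired t test over the 4 experiments, chosen after seeing the data (adjusted p = 0.0545, and 0.0799 without batch adjustment). With an estimated correlation, the TNF list had 0.132, the IL6 list 0.327 and the hypoxia list 0.132. The IL6 list also had 0.0642 with fry and 0.0726 preranked by signal-to-noise. The Notch list, at 0.0735, had 0.0108 with the filter on dim probe sets and 0.0401 to 0.16 with experiments left out. The block changed no call of these 5 lists. In the pilot, 1321 probe sets became 2163 without batch adjustment, 310 with named probe sets alone, 3358 at a fold change of 1.5 and 4082 without the floor. The principal components are given for no batch adjustment, the filter on dim probe sets and the 1000 most variable probe sets. The first held 17.3%, 24.3% and 18.1% of the variance, with shares between groups of 0.115, 0.831 and 0.794 and between experiments of 0.832, 0.0353 and 0.0116. The second held 10.8%, 18.0% and 11.0%, with shares between groups of 0.629, 0.964 and 0.870 and between experiments of 0.240, 0.0029 and 0.002.

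Of 258 calls of named genes, 151 were kept with the experiment as a block, 108 with it and no batch adjustment, 51 without batch adjustment, 146 with only the arrays compared, 254 with the trend and robust prior, 244 with array weights, 237 and 243 with quantile and median scaling, and 137, 76, 132 and 145 without experiments 1, 2, 3 and the pilot. None of them changed direction in these settings. Genes that had not passed changed sign as follows. IL1A between the cisplatin fractions was -0.0314 after quantile scaling, and MAPK10 between the control fractions was -0.0367 after median scaling. With experiments or arrays left out, the log2 fold changes for cisplatin against control ALDH highCD44 high ran from -0.1802 to 0.225 for SPRR1B (other values of the opposite sign were -0.1702, -0.0611, -0.0403 and -0.0133), from -0.0623 to 0.3234 for FGFR2 (-0.0492, -0.0453), from -0.0572 to 0.4161 for FGFR4 (-0.0262, -0.017, -0.0145) and from -0.1631 to 0.0088 for FGFR1. Between the control fractions they ran from -0.0488 to 0.1091 for MAPK10 (-0.0195, -0.0093, -0.007, -0.0022), from -0.0567 to 0.509 for FGFR2 (-0.0082), from -0.2655 to 0.0392 for CXCL11 and from -0.3847 to 0.005 for IL6. Between the cisplatin fractions they ran from -0.5711 to 0.3402 for CXCL10 (0.1921, 0.1121, 0.0091) and from -0.227 to 0.0871 for FGFR3 (0.0598, 0.0407). For ALDH lowCD44 low cells FGFR4 ran from -0.0113 to 0.2179, and the interaction of FGF2 from -0.036 to 0.2252 (-0.0278). CXCL11, MAPK10 and FGFR1 to FGFR4 had group means mostly under 4, where the signal lies near that of most probe sets, and the number of arrays limits the rest.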

Differences from the paper's values

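Between cisplatin and control ALDH lowCD44 low cells, the paper's Table 1 gives 1036 genes, 582 higher and 454 lower, and 595 were called here, 360 higher and 235 lower. Of the alternatives set before the data were examined, array weights gave 947 (544 higher, 403 lower), the filter on dim probe sets 1020 (578 and 442) and the adjustment over named probe sets 809 (473 and 336), all within 1.5 times of the paper's counts, and the others did not. ComBat with terms for the groups, chosen after seeing the values, gave 1176 (657 and 519) and dropped 0 of the paper's 231 probe sets of Supplementary Tables 4 and 5. With array weights, the log2 fold changes differed from those tables by at most 0.0137, against 0.0836 in the fit without weights and 0.2758 with group terms in ComBat, and 231 of the 231 were called, against 229 without weights. Array weights also stayed within 1.5 times of Table 1 in the other comparisons, with 214, 345 and 565 genes in the order above. For cisplatin against control ALDH highCD44 high, where the paper gives 231, the filter on dim probe sets gave 617 and the adjustment over named probe sets 406.

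In the pilot, the paper gives 234 probe sets with a fold change of 2 or more, and 1321 were found here on the batch-adjusted values by the same stated thresholds. Of the alternatives set before the data were examined, the restriction to probe sets with a single gene symbol gave 310, within 1.5 times of the paper's count, and the others did not. The paper names EREG and SPRR1B among the genes higher in that experiment, and their fold changes here were 1.61 and 1.21, under that threshold, while FGF2 had 2.48. Which normalized values and which annotation the paper's pilot count used is not given in the sources used here, and the values compared here were made from all 16 arrays together.

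The paper lists Notch signaling among the gene sets enriched in control ALDH highCD44 high cells, and the Notch list used here had a camera adjusted p of 0.0735. It passed with the filter on dim probe sets (0.0108) and without experiment 2 (0.0401). The hypoxia set, which the paper also lists, was lower after cisplatin here too (adjusted p = 1.13e-10, but adjusted p = 0.132 with an estimated correlation). The paper's sets came from another collection, so the lists differ.

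The paper states that IL1B was the single cytokine with higher mRNA in cisplatin ALDH highCD44 high than in control ALDH lowCD44 low cells. Here IL1B had a log2 fold change of 0.29 (adjusted p = 0.219) and did not pass under any of 22 alternatives (adjusted p 0.0827 to 0.605), while 6 of the 59 cytokine genes were higher. A block for the experiment, chosen for this comparison after seeing the data, left 3 of them higher, CXCL8, IL1A and LTB. CCL20, TNFSF15 and IL6 did not pass there, nor with 7, 7 and 6 of the 8 arrays left out singly. Against control ALDH highCD44 high cells IL1B was higher here, with 0.66 (adjusted p = 0.0201).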

Other observations

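Cisplatin-treated fractions differed in genes of the p53 response and of cholesterol metabolism. Of 29 p53 targets, 3 were lower in ALDH highCD44 high than in ALDH lowCD44 low cells (6 when adjusted over the list alone). PMAIP1, a pro-apoptotic BCL2 family member, had a log2 fold change of -1.13 (standard error 0.19, adjusted p = 0.00841 from limma), TIGAR, a regulator of glycolysis, had -0.99 (adjusted p = 0.00844), and the death receptor TNFRSF10B had -0.79 (adjusted p = 0.0107, and 0.0528 with the experiment as a block). The list was lower (camera adjusted p = 0.000126, but adjusted p = 0.195 with an estimated correlation). Of 16 genes listed for cholesterol synthesis, 3 were lower (5 when adjusted over the list alone). INSIG1, which restrains the pathway, had -1.07 and STARD4, a sterol carrier, -0.76 (adjusted p = 0.00287 and 0.00566 from limma). LSS, the only synthesis enzyme among them, had -0.61 (adjusted p = 0.0239, but 0.063 with the block). The list was lower (camera adjusted p = 0.000154, but adjusted p = 0.212 with an estimated correlation). ABCG2, a drug efflux pump, was lower in ALDH highCD44 high cells of both treatments, with -0.97 in control (adjusted p = 0.0153, and 0.0588 with the block) and -1.16 in cisplatin cells (adjusted p = 0.00405). The list of 17 stemness genes that holds it did not pass between the fractions (camera adjusted p = 0.878 in control and 0.589 in cisplatin cells, with 12 and 8 of 17 genes higher).

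Among the 18 aldehyde dehydrogenases and CD44, which define the sort gate, ALDH1A1 mRNA was lower in ALDH highCD44 high than in ALDH lowCD44 low cells, with -0.84 in control (standard error 0.15, adjusted p = 0.0173, and 0.0579 with the experiment as a block) and -0.65 in cisplatin cells (adjusted p = 0.0433, and 0.112 with the block), in 4 of 4 experiments each. ALDH1A3 had 0.56 and 0.54 (adjusted p = 0.115 and 0.109). CD44, named after its values were seen, had 0.02 and -0.03 (adjusted p = 0.965 and 0.919). ALDH1A1 was the 1 called member between the fractions in each treatment, and the list did not pass (camera adjusted p = 0.848 in control, with 11 of 18 genes higher, and 0.906 in cisplatin cells, with 6 of 18). The gate measures enzyme activity and surface protein, not mRNA. After cisplatin in ALDH highCD44 high cells the list was lower (camera adjusted p = 0.0081, but adjusted p = 0.132 with an estimated correlation), with ALDH3A1 the 1 called member.

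Other lists between cisplatin and control ALDH highCD44 high cells gave the following. Of 10 heat shock genes, HSPH1 and DNAJA1 rose, with 0.47 and 0.56 (adjusted p = 0.0204 and 0.0438, and 0.0863 and 0.142 with the experiment as a block; camera adjusted p = 0.136). SLC47A2, a transporter of organic cations, fell, with -0.96 (adjusted p = 0.0216, and 0.0873 with the block), as the 1 called gene of 17 of cisplatin uptake and efflux (camera adjusted p = 0.645). Of 32 genes of DNA replication, CCNE1 rose, with 0.77 (adjusted p = 0.0332, and 0.117 with the block; camera adjusted p = 0.000154, but adjusted p = 0.365 with an estimated correlation). The 13 histone genes averaged -0.24 (camera adjusted p = 0.0105, but adjusted p = 0.327 with an estimated correlation) and 218 small nucleolar RNAs 0.14 (camera adjusted p = 0.00975, but adjusted p = 0.122 with an estimated correlation). The 25 genes of crosslink repair had a camera adjusted p of 0.357. Markers of fibroblasts, leukocytes and endothelium had camera adjusted p of 0.971, 0.525 and 0.645.

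Splits of the same arrays into other groups were counted as planned. For cisplatin against control ALDH highCD44 high cells, 1 of 35 splits called as many genes, the real one with 325, and the highest other split called 39. For the control fractions the counts were 364 and 8, for the cisplatin fractions 476 and 1, for cisplatin against control ALDH lowCD44 low cells 595 and 1, and for cisplatin ALDH highCD44 high against control ALDH lowCD44 low 1503 and 8, each with 1 of 35 splits as high. The experiment pairs these arrays, so 8 of the 35 splits, those that part every pair, compare with the real one, too few for a share under 0.05. The highest other counts came from these 8, and splits that part fewer pairs called 0 genes in limma. Every other split mixes the groups and so puts their differences into the spread, which keeps its count low. With the experiment as a block, the real splits called 99, 98, 160, 193 and 697 genes and the highest others 1, 0, 0, 0 and 0. For the interaction, 100 of 100 relabellings within experiments called at least the real 0 genes, which any relabelling must, so this count says nothing on chance. The highest called 800, which points to the treatment or fraction difference that a relabelling moves into this term.

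By the same count for lists, 1 of 35 splits gave a camera p as small as the real one for interferon-stimulated genes (1.24e-55, and 1.05e-23 in the nearest other split), TNF targets (1.26e-09 and 4.69e-07), IL6 genes (0.00177 and 0.00219) and hypoxia genes (7.77e-12 and 2.51e-10), and 3 of 35 did for the Notch list (0.0329 and 0.0113). Of the 8 splits that part every pair, again too few for a share under 0.05, the real one had the smallest p for each of the 5 lists, with 3.6e-23, 4.69e-07, 0.0131, 5.49e-07 and 0.0493 as the smallest others.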
